# Comparative genomics analysis of mononuclear phagocyte subsets confirms homology between lymphoid tissue-resident and dermal XCR1^+^ DCs in mouse and human and distinguishes them from Langerhans cells

**DOI:** 10.1016/j.jim.2016.02.023

**Published:** 2016-05

**Authors:** Sabrina Carpentier, Thien-Phong Vu Manh, Rabie Chelbi, Sandrine Henri, Bernard Malissen, Muzlifah Haniffa, Florent Ginhoux, Marc Dalod

**Keywords:** CLN_migDCs, cutaneous lymph node migratory dendritic cells, DC, dendritic cells, DDCs, dermal dendritic cells, DMPs, dermal mononuclear phagocytes, FDR, false discovery rate, GSEA, gene set enrichment analysis, LCs, Langerhans cells, LT-DCs, lymphoid tissue-resident dendritic cells, Mac, macrophages, Mo, monocytes, MoDCs, monocyte-derived dendritic cells, MPs, mononuclear phagocytes, NES, normalized enrichment score, PCA, principal component analysis, Dendritic cells, Langerhans cells, XCR1, Skin, Comparative genomics, Bioinformatics

## Abstract

Dendritic cells (DC) are mononuclear phagocytes which exhibit a branching (dendritic) morphology and excel at naïve T cell activation. DC encompass several subsets initially identified by their expression of cell surface molecules and later shown to possess distinct functions. DC subset differentiation is orchestrated by transcription factors, growth factors and cytokines. Identifying DC subsets is challenging as very few cell surface molecules are uniquely expressed on any one of these cell populations. There is no standard consensus to identify mononuclear phagocyte subsets; varying antigens are employed depending on the tissue and animal species studied and between laboratories. This has led to confusion in how to accurately define and classify DCs across tissues and between species. Here we report a comparative genomics strategy that enables universal definition of DC and other mononuclear phagocyte subsets across species. We performed a meta-analysis of several public datasets of human and mouse mononuclear phagocyte subsets isolated from blood, spleen, skin or cutaneous lymph nodes, including by using a novel and user friendly software, BubbleGUM, which generates and integrates gene signatures for high throughput gene set enrichment analysis. This analysis demonstrates the equivalence between human and mouse skin XCR1^+^ DCs, and between mouse and human Langerhans cells.

## Highlights

• Rigorous phenotypic identification of human CD141^high^XCR1^+^ dermal DCs is challenging.
• Comparative genomics enables rigorous identification of cell populations.
• Human dermal CD141^high^XCR1^+^ DCs are homologous to human blood and mouse XCR1^+^ DCs.
• Human Langerhans cells are homologous to mouse Langerhans cells.
• Langerhans cells selectively express DC rather than macrophage gene signatures.

## 1 Introduction

Mononuclear phagocytes (MPs) comprise dendritic cells (DCs), monocytes (Mo) and macrophages (Mac). They are critical regulators of immunity, tolerance and tissue homeostasis (Guilliams et al., 2014). They populate a wide range of tissues and function as immune sentinels particularly in barrier sites such as skin, gut and lung. A thorough understanding of their development and functions is crucial to enable their manipulation for innovating immunotherapeutic and vaccination strategies.

Studies in both mouse and human have provided significant insights into MP biology; fundamentally in relation to the distinct developmental pathways and functional specializations of DC, monocyte and macrophage subsets (Dutertre et al., 2014b, Reynolds and Haniffa, 2015, Vu Manh et al., 2015a). However, the lack of a standardized definition of MP populations applicable across both tissues and species remains a pervasive challenge that hampers progress in the field (Guilliams et al., 2014). The historical definitions of MP populations based on morphology have been supplemented by surface antigen expression analysis, which over the years has undergone numerous refinements. Researchers have utilized a variety of antigen combinations and flow cytometry gating strategies to analyze MPs in different tissue and species. However, the complexity and diversity of markers used to identify subpopulations of DCs, monocytes or macrophages have prevented easy extrapolation and interpretation of published data.

The combined use of transcriptomics analysis alongside comparative biology has enabled homologous populations to be identified across tissues and species (Contreras et al., 2010, Cros et al., 2010, Crozat et al., 2010b, Crozat et al., 2011, Dutertre et al., 2014a, Gautier et al., 2012, Haniffa et al., 2012, Ingersoll et al., 2010, Marquet et al., 2014, McGovern et al., 2014, Miller et al., 2012, Reynolds and Haniffa, 2015, Robbins et al., 2008, Schlitzer et al., 2013, Segura et al., 2013, Tamoutounour et al., 2013, Vu Manh et al., 2014, Vu Manh et al., 2015a, Vu Manh et al., 2015b). However, despite the success of this strategy, non-standardized protocols to define cell populations a priori for transcriptome analysis raise questions on the comparability of findings presented between groups (Guilliams et al., 2014, Vu Manh et al., 2015a). A case in point relates to the antigens and flow cytometry gating strategies used to define dermal cross-presenting CD141^high^XCR1^+^ DCs in order to investigate their relationship to blood CD141^high^XCR1^+^ DCs and to epidermal Langerhans cells (LCs) in human. Three research groups described CD141^+/high^ DCs in the human dermis using variable flow cytometry gating strategies which resulted in three distinct populations with different transcriptome profiles and functions (Artyomov et al., 2015, Chu et al., 2012, Haniffa et al., 2012). These contrasting findings have created confusion in the field on the identification of human dermal CD141^+/high^ DCs, their functions and their homology to mouse MP subsets (Artyomov et al., 2015, Chu et al., 2012, Haniffa et al., 2012).

In this report, we demonstrate the utility of the novel BubbleGUM software (Spinelli et al., 2015), with high throughput and automated Gene Set Enrichment Analysis (GSEA) capabilities, to integrate microarray transcriptome datasets by generating gene signatures for distinct MP populations from different tissues and species for cross-comparison and identification of homologies. Using this software, as well as complementary methods including principal component analysis (PCA) and hierarchical clustering, we reconciled the inconsistencies between previous analyses of human dermal CD141^+/high^ DCs. We demonstrate that bona fide human dermal CD141^high^XCR1^+^ DCs are transcriptionally similar to human blood CD141^high^XCR1^+^ DCs and are homologous to murine dermal CD103^+^ XCR1^+^ DCs. We also confirm that human LCs are homologous to murine LCs.

## 2 Materials and methods

### 2.1 Microarray expression data

All the microarray data used in the study were obtained from GEO database. Two datasets were used for mouse cell types and three datasets were used for human cell types (Fig. 1), to match as well as possible between tissues and species the diversity of the cell types studied. Within each species, we ensured having at least one cell type in common between the different datasets used, to enable cross-normalization and dataset effect correction. Moreover, we defined cell type-specific gene signatures in a consistent way, by comparing the cell type of interest to a set of reference cell populations that was equivalent across tissues and species. The mouse dataset “a” was generated by the Immgen consortium (GEO series identification number GSE15907). The mouse dataset “b” was generated by the Malissen laboratory (GSE49358, GSE65309 and GSE74276). Human datasets “A” and “C” were generated by the Ginhoux laboratory from blood and skin MPs (GSE35457 and GSE60317, respectively). Dataset “B” was generated by the Klechevsky laboratory from skin MPs (GSE66355). All of these data have been analyzed in previous publications, GSE15907 (Elpek et al., 2011, Gautier et al., 2012, Heng et al., 2008, Miller et al., 2012), GSE49358 (Tamoutounour et al., 2013), GSE65309 (Terhorst et al., 2015), GSE35457 (Haniffa et al., 2012), GSE60317 (McGovern et al., 2014), GSE66355 (Artyomov et al., 2015), except for a subgroup of mouse dataset b (GSE74276). 

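The subgroup of mouse dataset b that had not been published before consists of 3 arrays of plasmacytoid dendritic cells (pDCs) from the cutaneous lymph nodes of untreated C57BL/6 mice (CLN_pDC_b, replicates 1, 2 and 3). pDCs are dendritic cells that sense nucleic acids through endosomal Toll-like receptors and secrete type I interferon. They were sorted by flow cytometry as CD45-positive, lineage-negative and CD11b-negative cells with low CD11c, no to low MHC-II, and PDCA-1, B220 and Ly6C on their surface. Their RNA was amplified and hybridised to Affymetrix Mouse Gene 1.0 ST arrays, which carry a set of probes for each gene.

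Of the genes that mark other cell types of a lymph node, a part was above background in the sorted preparations, which does not show which cells transcribed them. Of the measured marker genes of B cells, 5 of 14 were above background in all 3 arrays. Among them was Cd79b, a chain of the B cell receptor complex, at a log2 level of 8.78 ± 0.19 (SD, n = 3 arrays), which stands in the mouse pDC signature of the paper. Those below background included Cd79a and Ms4a1, which encode the other chain of that complex and CD20. Above background were also 1 of 5 plasma cell genes, 3 of 14 NK cell genes, 6 of 14 neutrophil genes, 8 of 19 monocyte and macrophage genes, 0 of 3 erythroid genes, 3 of 7 mast cell and basophil genes, 6 of 10 stromal genes, 4 of 10 endothelial genes and 2 of 11 keratinocyte genes. Of the T cell genes, 13 of 15 were above background, of which Cd4 and Cd8b1 stand in the mouse and CLN pDC signatures of the paper and Cd8b1, Cd28 and Il7r in that of spleen pDCs. Others among them were Cd3e, a chain of the T cell receptor complex, at a log2 level of 6.12 ± 0.01 (SD, n = 3 arrays), Cd3d at 5.09 ± 0.80, not in every array above the silent tissue genes, and Thy1 at 7.32 in each array, while Cd247, another chain of that complex, was not above background at 3.55. Above the highest silent tissue gene (below) in all 3 arrays were 2 of the B cell genes, 0 of the plasma cell, 2 of the NK cell, 5 of the neutrophil, 6 of the monocyte and macrophage, 1 of the mast cell and basophil, 4 of the stromal, 3 of the endothelial, 1 of the keratinocyte and 9 of the T cell genes. All 11 measured housekeeping genes were above background, with Actb at 12.97 ± 0.02.

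The authors processed the arrays by Robust Multi-chip Analysis (RMA) with the oligo package, and the deposited values are log2 levels for 35556 probe sets. Of these, 21789 were paired with 1 gene symbol, and a gene was given the level of its highest probe set by mean. A gene was called above background when its level exceeded a floor in all 3 arrays. The floor was the 95th percentile of the 1015 olfactory receptor genes of the same array, which are silent in blood cells, and lay at 3.79, 3.76 and 3.76 in replicates 1 to 3. At this floor 10730 of 19938 genes (53.8%) were above background. The floor was lenient, since 7 of 20 genes specific to liver, brain, pancreas, testis and other distant tissues also passed it, the highest of them reaching 4.87 in replicate 1. A level between the floor and that value was therefore not told apart from background by those genes. The series holds 1 group, so no difference between groups was tested. The labels do not say whether the arrays came from separate mice, and their number limits the precision. The SDs measure the spread between these 3 samples only. For a level given above the floor, the SD also holds the spread of the floors. It was 0.02 for the 3 erythroid genes, each of which had one value in all 3 arrays. For 62.5% of genes the value is the same in all 3 arrays at the precision of the file, and an SD of 0 was not taken as evidence of equal expression.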

The list of microarray samples used, their GEO identification numbers and associated metadata are provided in supplementary file 1. The expression matrices for the different analyses performed in this study are available in GEO under the accession number GSE74316.

### 2.2 Generation of the microarray compendia and their analyses by PCA or hierarchical clustering

The methodological procedure for the preprocessing of the different microarray datasets used in the study for meta-analysis is described in Fig. 1.

The mouse Gene 1.0 ST CEL files were processed through Bioconductor in the R statistical environment (version 3.0.2). Quality control of the array hybridization (NUSE plot) and normalization of the raw Affymetrix expression data with Robust Multi-chip Analysis (Irizarry et al., 2003) were performed using the oligo package. PCA was performed using ade4 package to remove the dataset effect visible on the first principal component (Fig. S1A–B). The two mouse datasets included in common epidermal LCs, blood classical monocytes (cMo), cutaneous lymph node (CLN) CD11b^+^ migratory DCs (migDCs) and CLN plasmacytoid DCs (pDCs). For each of these control cell populations, the samples from the two datasets regrouped well together in the PCA or hierarchical clustering analyses after merging and correction of the dataset effect. 

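Correlations across genes between the 3 CLN pDC arrays of dataset b were high. Across the 19938 genes, Pearson's correlation between arrays was 0.9967 for replicates 1 and 2, 0.9973 for replicates 1 and 3 and 0.9972 for replicates 2 and 3. Across the 10730 genes above background it ranged from 0.9944 to 0.9955. The lowest of the 3 was 0.9867 over all probe sets and 0.9931 over the genes whose value differs between arrays, an alternative chosen after the data were seen. Genes are not independent replicates, and the 62.5% of genes with one value in all 3 arrays enter the first figures, so these correlations do not by themselves show how alike the preparations were. The ribosomal protein genes Rps29 and Rplp1 had levels of 13.28 ± 0.07 and 13.07 ± 0.12 (SD, n = 3 arrays), and Ly6e, a GPI-anchored surface protein, was at 12.91 in each array.

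A small number of genes differed strongly between the preparations. Of the genes above background in at least 1 array, 100 had a range over 1 log2 unit between arrays, and this count was 29 without replicate 1, 53 without replicate 2 and 61 without replicate 3. The genes with the largest range were Dcpp1 and Dcpp3, secreted proteins of the salivary glands, which had levels of 4.86 and 3.99 in replicate 1, 11.45 and 8.98 in replicate 2, and 3.75 and 4.15 in replicate 3. Bpifa2, another salivary protein, ranged over 2.40 log2 units. Lrg1 reached 5.83 in replicate 2 and was at 3.24 and 3.64 in replicates 1 and 3. Tmem243, BC037156, Wfdc18, Polr2k, Cracr2a and the vault RNA gene Vaultrc5 had ranges from 1.90 to 2.29. Wfdc18 was at 3.08 in replicates 1 and 3 and Polr2k at 3.66 in replicate 1, below the floor, as were Lrg1 in replicates 1 and 3 and Dcpp1 in replicate 3. Vaultrc5, BC037156, Cracr2a and Dcpp3 were not in every array above the highest silent tissue gene. For all these genes the exact size of the range cannot be read.

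Only CLN pDCs of dataset b were analysed here, so their distance to the CLN pDCs of dataset a was not computed.

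**Figure D1:**
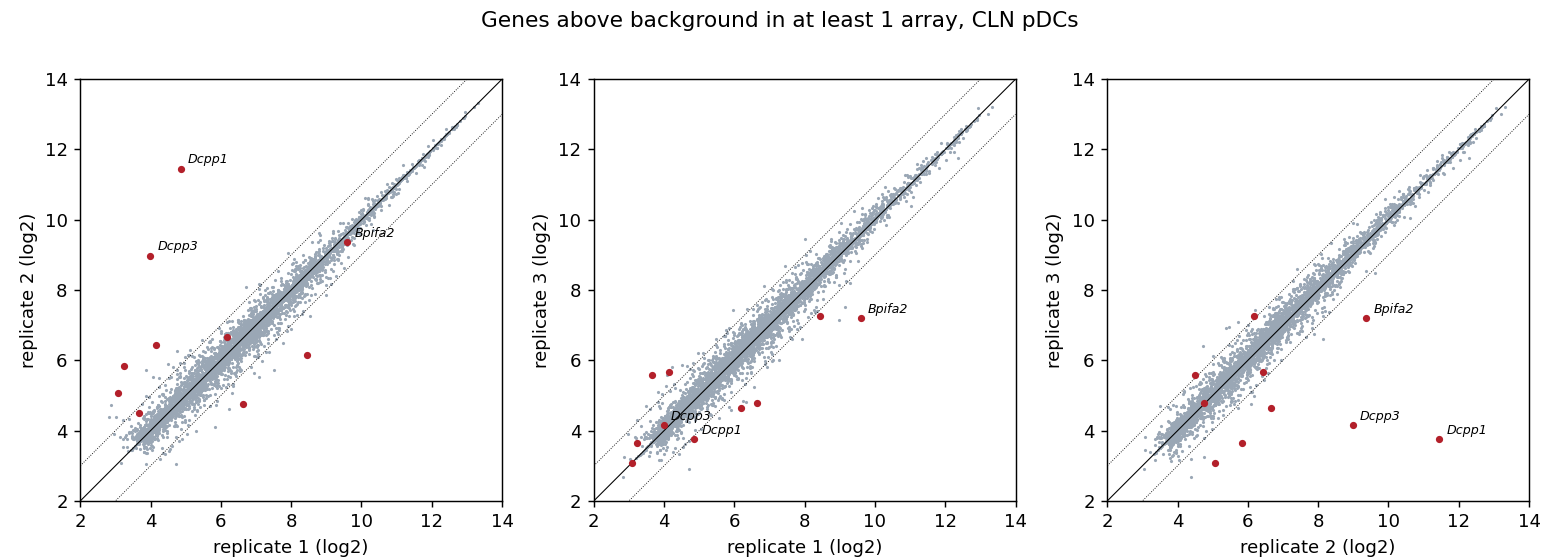
Log2 levels of genes above background in at least 1 array, replicate against replicate for the 3 CLN pDC arrays. Each grey point is a gene, the solid line marks equal levels, the dotted lines a difference of 1 log2 unit, and the 10 genes with the largest range are drawn in red, with Dcpp1 farthest from the line at 4.86 in replicate 1 and 11.45 in replicate 2.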

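In the CLN pDCs of dataset b, the control genes of Fig. S1C ranged from not above background to well above it. Of the 52 symbols, 49 were paired with a probe set of 1 gene, and 31 of these were above background in all 3 arrays, 24 of them also above the highest silent tissue gene. Irf7, the transcription factor of the type I interferon response, had a level of 9.79 ± 0.07 (SD, n = 3 arrays). Flt3, the cytokine receptor on which dendritic cell development depends, was at 9.01, Itgax, which encodes CD11c, at 8.71, and Cpne3 at 8.09, each equal in the 3 arrays. Fcer1g, the common chain of activating Fc receptors, was at 11.90 ± 0.06, and the lysosomal protease Ctsb and glycoprotein Cd68 were at 11.32 and 11.12 ± 0.03. Plaur, the urokinase receptor, was at 8.79 ± 0.20. Not above background were the monocyte and macrophage genes Cd163, C5ar1, C3ar1 and Clec5a, the cytokines Il1a, Il1b and Il10, the receptor Tlr4, and Itgam at 3.30, which encodes CD11b, a protein whose absence was part of the sort. Between the floor and the highest silent tissue gene lay Csf1r at 4.79, Cd14 at 4.67 and Batf3 at 4.68 ± 0.02. Of the 49 genes, 4 are also members of the mouse pDC signature of the paper, and 6, Irf7 among them, of its CLN_pDC signature, both chosen partly on these arrays.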

Similar expression patterns were observed within each mouse dataset before and after data merging, quantile cross-normalization and dataset effect removal, when examining 52 control genes encoding key lineage-specific transcription factors, innate immune recognition receptors or signaling molecules (Fig. S1C–D). This validated the adequacy of data preprocessing to prevent artefactual changes in the relative gene expression between cell populations or datasets.

The Illumina Human WG-6 v3 and Illumina Human HT12 v4.0 raw data files were processed through Bioconductor in the R statistical environment (version 3.0.2). Gene expression signals from GSE60317 (Haniffa et al., 2012) and GSE35457 (McGovern et al., 2014) were merged using common probes. Quantile Normalization (Bolstad et al., 2004) was applied on the merged expression arrays using the lumi package, prior to log_2_-transformation of expression values. Gene expression signals from GSE66355 were already background corrected and quantile normalized (Artyomov et al., 2015). Noise threshold was estimated at five based on the density of all gene expression signals. All values less than five were replaced by this noise threshold. Expression values were log_2_-transformed to enable comparison with the other two human microarray datasets. The three datasets were merged using common probes and quantile normalized. PCA was performed to remove the dataset effect visible on the first two principal components (Figs. S2, S3 and S4). CD14^+^ dermal MPs (CD14^+^_DMPs) was a common population encompassed in all three datasets. In addition, both datasets B and C contained epidermal LCs. LC samples regrouped together in PCA or hierarchical clustering after the datasets were merged and corrected. This was also the case for CD14^+^_DMPs from datasets B and C but the CD14^+^_DMPs from dataset A was more distant. However, when examining individual gene contributions to PCA axes on the merged datasets before correction (Fig. S2B–D), the vast majority of transcripts accounting for the differences between datasets according to PC1 and PC2 did not contribute significantly to differences between MP subsets according to PC3 and PC4. Many genes known as selectively expressed by, or affecting the biology of, MP subsets were strong contributors to PC4 but had only a weak contribution to PC1 (Fig. S2D). In contrast, the vast majority of the transcripts strongly contributing to PC1 were not known to affect the identity or biology of MP subsets, and were not differentially expressed between subsets of DCs or monocytes/macrophages within each dataset (Fig. S3). Careful scrutiny of the expression patterns of 68 genes encoding key lineage-specific transcription factors, innate immune recognition receptors or signaling molecules within each human dataset before and after data merging, quantile cross-normalization, and dataset effect correction revealed no obvious biases or artifacts from data pre-processing (Fig. S4). In particular, CD14^+^_DMPs in all three human datasets expressed high levels of monocyte/macrophage genes and low levels of genes specific to other cell lineages, before and after data processing. Hence, data preprocessing was adequate and did not cause artefactual changes in the relative gene expression profiling between cell populations or datasets which could confound the subsequent analyses and their interpretation.

Human and Mouse datasets were then merged into a single matrix of orthologous genes identified using the Ensembl BioMart software with selection of “one-to-one” orthology relationships only (13,371 unique genes). Agglomerative hierarchical clustering (using Hmisc and cluster packages) and PCA (using ade4 R package) were performed on the merged human and mouse matrix. We used distinct distance metric/linkage parameters to generate several agglomerative hierarchical clustering trees, because this approach can reveal distinct similarity patterns in the data.

### 2.3 Generation of gene signatures and high throughput GSEA using BubbleGUM

The BubbleGUM software (Spinelli et al., 2015) was used to generate MP subset-specific transcriptomic signatures from specific datasets and to assess their enrichment across cell types from other datasets. BubbleGUM is an open-source software composed of two modules; i) GeneSign, which generates statistically significant gene signatures and ii) BubbleMap, which automatically assesses the enrichment of input gene signatures between all possible pairs of conditions from independent datasets, based on gene set enrichment analysis (GSEA) methodology (Subramanian et al., 2005, Subramanian et al., 2007), and which generates an integrated graphical display.

Using GeneSign, gene signatures of MP subsets were generated for each species (human and mouse), i.e. the lists of genes that are more highly expressed in the MP subsets of interest (test classes) as compared to other MP subsets (reference classes), using the “minimal pairwise mean” calculation method with a minimal fold change of 1.5 in linear scale and a maximal false discovery rate (FDR) of 0.01. The test and reference classes of MP subsets chosen to define each of the cell type signatures used in the manuscript, as well as the gene content of these signatures, are provided in supplementary file 1.

To run BubbleMap, we used in-house signatures of mouse or human MP subsets devised in GeneSign as well as a list of over 400 independent GeneSets from MSigDB (Liberzon, 2014). BubbleMap was used with 1000 geneset-based permutations, and with “difference of classes” as a metric for ranking the genes since the data were expressed in Log_2_ scale. The results are displayed as a BubbleMap, where each bubble is a GSEA result and summarizes the information from the corresponding enrichment plot. The color of the Bubble corresponds to the subset from the pairwise comparison in which the signature is enriched. The bubble area is proportional to the GSEA normalized enrichment score (NES). The intensity of the color corresponds to the statistical significance of the enrichment, derived by computing the multiple testing-adjusted permutation-based p-value using the Benjamini–Yekutieli correction.

### 2.4 Heatmaps

Heatmaps were performed using Gene-E (http://www.broadinstitute.org/cancer/software/GENE-E/), using the final gene expression values for the human and mouse datasets after merging the various datasets into a single matrix, with removal of the first (or first two) principal component(s) of PCA which generated negative expression values. The expression values were not centered and reduced, in order to avoid misrepresenting the relative importance of individual genes by changing their variance. This allowed retention of genes with high variance in only one species but not the other. For the same rationale, global scale expression values were used for graphical output, rather than relative scales adjusted for each gene to its minimal and maximal expression values across the entire dataset.

## 3 Results

### 3.1 Human and mouse LCs transcriptionally resemble DCs

Within the human compendium (Fig. 2A), LCs regrouped with blood DCs in the upper half of PC1 vs PC2, while blood Mo, skin Mac (SK_Mac) and skin CD14^+^_DMPs (SK_CD14^+^_DMPs) regrouped together in the lower right quadrant. Within the mouse compendium (Fig. 2B), LCs also regrouped with DCs, in the lower left quadrant of PC1 vs PC2, while blood and skin monocytes regrouped with skin macrophages and monocyte-derived DCs (MoDCs), in the upper right quadrant. For hierarchical clustering, various parameters were used for distance calculation to generate several trees revealing distinct similarity patterns in the data. In most hierarchical clustering analyses, mouse and human LCs regrouped with subsets of cDCs and were excluded of the branch of the tree encompassing all monocytes or monocyte-derived cells (Fig. 3A). In the hierarchical clustering analyses where mouse and human LCs did not regroup together, they were still associated with subsets of cDCs and not with monocytes or monocyte-derived cells (Fig. 3B).

High throughput GSEA performed using our BubbleGUM software (Spinelli et al., 2015) showed that, when compared to each of the populations of monocytes or monocyte-derived cells, mouse and human LCs were enriched for the genes more highly expressed in DCs compared to monocytes/macrophages (DC_vs_Mo/Mac gene signatures) (Fig. 4, ❶, ❺, blue boxes). Conversely, the reciprocal Mo/Mac_vs_DC gene signatures were enriched in each of the populations of mouse or human monocytes or monocyte-derived cells analyzed when they were compared to LCs (Fig. 4, ❶, ❺, red boxes). Expression profiles of genes contributing to these GSEA patterns are depicted as heatmaps of genes with higher expression in cDCs and LCs (Fig. 5A) and of genes with higher expression in monocytes and monocyte-derived cells (Fig. 5B).

### 3.2 Human and mouse LCs are homologous and express common gene signatures

Human and mouse LCs on the one hand, and mouse and human pDCs on the other hand, regrouped together within the merged human/mouse compendia by PCA, on the PC1 versus PC2 representation (15.1% versus 9.7% variability, respectively) (Fig. 2C). The use of different linkage methodologies for hierarchical clustering revealed distinct similarity patterns in the data, since human and mouse LCs but not mouse and human pDCs clustered together in most instances (Fig. 3A), whereas the reverse was observed in other instances (Fig. 3B), consistent with the observation that human and mouse pDCs were separated on the PC3 axis (8.1% variability) and mouse and human LCs on the PC4 axis (5.4%) of the PCA (Fig. 2C). Mouse LCs were significantly enriched for the human LC gene signature by GSEA (Fig. 4, ❶, black box). This enrichment does not reach significance only for the comparison with CLN migratory cDC subsets. Genes selectively expressed in both mouse and human LCs are shown as a heatmap, including genes that were used to define LCs in human and/or mouse (*CD207*, *EPCAM*), selectively expressed in human LCs compared to other skin MP subsets (Polak et al., 2014), or regulating LC functions (*ABCC4* and *BMPR1A*) (van de Ven et al., 2008, Yasmin et al., 2013) (Fig. 5C).

These analyses show that, contrary to what was recently reported (Artyomov et al., 2015), human LCs do not display a greater similarity to the mouse XCR1^+^ DCs than to mouse LCs. Rather, human and mouse LCs are homologous and express a common gene signature.

### 3.3 The identification of bona fide human CD141^high^XCR1^+^ dermal DCs is challenging

A dermal DC subset homologous to human blood CD141^high^XCR1^+^ DCs has been identified in the human dermis and shown to be very efficient at antigen cross-presentation similar to their murine counterparts (Haniffa et al., 2012). Other teams have studied human dermal CD141^+^ DCs but reported different functional properties and homology relationships (Artyomov et al., 2015, Chu et al., 2012). A recent report claimed that human LCs and not SK_CD141^+^_DDCs were equivalent to human blood CD141^high^XCR1^+^ DCs and to mouse XCR1^+^ DDCs (Artyomov et al., 2015). As CD141 is promiscuously expressed on various MP subsets (Crozat et al., 2010a, Haniffa et al., 2012, McGovern et al., 2014, Vu Manh et al., 2015a), we wondered whether the discrepancies existing in the literature on the functions of dermal CD141^high/+^ DCs could be due to variations in the flow cytometry gating strategies used to identify these cells resulting in different CD141^+/high^ populations being studied. The CD141^+^ DCs isolated by Chu et al. expressed the monocyte marker CD14 and corresponded to CD14^+^ dermal monocyte-derived macrophages (McGovern et al., 2014). The identity of the CD141^+^ dermal cells studied by Artyomov et al. was less obvious, although they were CD14^−^ and CD1a^low^ and stained with an anti-XCR1 antibody. Interestingly, the three isolation strategies resulted in dermal CD141^+/high^ DCs with contrasting transcriptome profiles.

In order to further assess the identity and lineage relationships of the two reported dermal CD141^high/+^ DCs, we reanalyzed the human DC, monocyte and macrophage microarray compendia associated with these studies (Artyomov et al., 2015, Haniffa et al., 2012, McGovern et al., 2014). Of note, all three datasets included CD14^+^_DMPs, and LCs were shared between the Artyomov and McGovern datasets, allowing to control dataset compatibility as discussed in Section 2. The SK_CD14^+^_DMPs shared similar transcriptomic characteristics even though differences linked to datasets of origin existed. In PCA and hierarchical clustering, human epidermal LCs (SK_LCs) regrouped together irrespective of their dataset of origin (Fig. 2, Fig. 3). In contrast, strikingly, the two sets of skin CD141^+/high^_DDCs from Haniffa et al., and Artyomov et al., clustered in very different areas by PCA (Fig. 2A-B) and hierarchical clustering (Fig. 3A-B). By PCA, SK_CD141^high^_DDCs_A from the pioneering publication which reported their discovery (Haniffa et al., 2012) were close to SK_CD1c^+^_DDCs and distant from SK_CD14^+^_DMPs, while the converse was observed for the SK_CD141^+^_DDCs_B described in the publication which reported lack of close homology of these cells with human BD_CD141^high^_DCs and mouse XCR1^+^ DCs (Artyomov et al., 2015). By hierarchical clustering (Fig. 3), the SK_CD141^+^_DDCs_B clustered together with mouse SK_MoDCs. These observations strongly suggested that the SK_CD141^high^_DDCs_A were related to DCs, whereas the SK_CD141^+^_DDCs_B were a subset of monocyte-derived cells.

We next performed GSEA to compare human CD141^high/+^ DCs and mouse XCR1^+^ DCs. The gene signature of the human SK_CD141^high^_DDC_A was significantly enriched in the mouse CLN_XCR1^+^_migDCs (Fig. 4A, ❸, green box). Reciprocally, the gene signature of the mouse CLN_XCR1^+^_migDCs was significantly enriched in human SK_CD141^high^_DDCs_A (Fig. 4B, ❼, green box). In contrast, the gene signature of human SK_CD141^+^_DDC_B was not significantly enriched in any of the mouse DC subsets examined (not shown). In addition, the human SK_CD141^+^_DDCs_B were not significantly enriched for the gene signature of the mouse CLN_XCR1^+^_migDCs when compared to any of the other 11 human cell subsets studied (Fig. 4B, ❽, orange box). In contrast to human SK_CD141^high^_DDCs_A which were enriched for the mouse DC_vs_Mo/Mac signatures (Fig. 4B, ❼, pink box), SK_CD141^+^_DDCs_B were enriched for the mouse Mo/Mac_vs_DC signatures when compared to all previously characterized human skin or blood DC subsets, including SK_CD141^high^_DDCs_A, BD_CD141^high^_DCs, BD_pDCs, BD_CD1c^+^_DCs and SK_LC (Fig. 4B, ❽, brown box). Comparing SK_CD141^high^_DDCs_A and SK_CD141^+^_DDCs_B individually against all other human MP subsets revealed the striking difference between these two populations (orange box, Fig. 4B). This highlights the major drawback of a priori population definition using different flow cytometry gating strategies.

Genes contributing to the GSEA profiles from the human and mouse compendia are shown as heatmaps (Fig. 5). Genes more highly expressed in cDCs include hallmark genes of mature DCs (*CCR7*, *RELB*, *FASCIN1*, *IL4I1*, *MARCKSL1*) (Dalod et al., 2014, Miller et al., 2012, Vu Manh et al., 2013) which were also highly expressed in SK_CD141^high^_DDCs_A over Mo/Mac and SK_CD141^+^_DDCs_B (Fig. 5A). This is in contrast to SK_CD141^+^_DDCs_B, which expressed genes characteristic of Mo/Mac and/or regulating their development (*CEBPB*, *MAFB*, *CD14*, *TLR4*, *SLC11A1*) (Cain et al., 2013, Gautier et al., 2012, Kelly et al., 2000, Wyllie et al., 2002) (Fig. 5B). Genes highly expressed commonly in human SK_CD141^high^_DDCs_A and mouse CLN_XCR1^+^_migDCs or mouse XCR1^+^_LT-DCs encompassed many genes previously reported to be characteristic of this cross-presenting DC subset (*BTLA*, *CADM1*, *CXCL9*, *GCET2*, *IL12B*, *SNX22* and *TLR3*) (Alexandre et al., 2016, Balan et al., 2014, Dutertre et al., 2014a, Galibert et al., 2005, Haniffa et al., 2012, Lee et al., 2015, Meixlsperger et al., 2013, Poulin et al., 2010, Robbins et al., 2008, Shortman and Heath, 2010, Vu Manh et al., 2015a, Vu Manh et al., 2015b) (Fig. 5D). Notably, a number of these genes were strongly downregulated in mouse CLN_XCR1^+^_migDCs as previously reported, as a consequence of their maturation (Crozat et al., 2011, Vu Manh et al., 2013) or of their imprinting by the skin microenvironment. A similar downregulation of the canonical gene signature of the cross-presenting DC subset was also observed in human SK_CD141^high^_DDC_A (Fig. 5D, see for example *CADM1*, *CLNK* and *TLR3*, and data not shown). This may have contributed to make their rigorous identification more difficult.

For each known pair of homologous mouse and human MP subset, a very strong, specific and significant enrichments of the corresponding gene signatures from one species was also observed in the other species, providing excellent positive and negative controls for the BubbleGUM analysis. These included the enrichment of the following gene signatures: human BD_CD141^high^_DC in mouse CLN_XCR1^+^_LT_DC (Fig. 4, ❷), human SK_CD14^+^_DMP and SK_Mac in mouse SK_Mac (Fig. 4, ❹), mouse Mo/Mac_vs_DC and SP_RPM in human SK_CD14^+^_DMPs (Fig. 4, ❾), human pDC in mouse pDCs (Fig. S5A, ❶) and reciprocally mouse pDC in human pDCs (Fig. S5B, ❺). Furthermore, using BubbleGUM, we confirmed previous reports of homology between human and mouse monocytes subsets (Fig. S5, ❸, ❹, ❽, ❾) (Cros et al., 2010, Ingersoll et al., 2010, Vu Manh et al., 2015b).

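The genes by which pDCs are known were transcribed in the sorted pDC preparations of the cutaneous lymph node. All 25 measured genes of a list of 27 pDC markers were above background in all 3 arrays. The surface lectin Siglech and Bst2, which encodes PDCA-1 and was used in the sort, had levels of 12.08 ± 0.02 and 12.08 ± 0.06 (SD, n = 3 arrays). The transcription factors of the lineage were at 10.79 for Tcf4, 11.08 for Spib and 11.01 for Irf8, each equal in the 3 arrays, and at 10.39 ± 0.06 for Bcl11a. Of the markers, 24 also stand in the mouse or CLN pDC signature of the paper, which were chosen partly on these arrays, so they are not independent of them.

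Most measured genes of a list of endosomal TLR sensing were above background as well. Most measured interferon genes were not above background in all 3 arrays of these untreated cells. Of 18 measured genes of endosomal TLR sensing, 17 were above background, with Tlr9 at 10.08 ± 0.12 and Tlr7 at 9.39. The chaperone Unc93b1 was at 10.87 ± 0.01 and the adaptor Myd88 at 7.16, whereas Tlr8 was not above background, at 2.91. Tlr3, which this list does not hold, was not above background either, at 2.84. Of 13 measured interferon genes, 3 were above background, Ifnl2 at 5.96 ± 0.18, Ifna5 at 4.96 and Ifna9 at 4.31, the last within the range of the silent tissue genes, and Ifnb1 was not, at 2.86. Interferon alpha genes are near-identical copies and may share signal between their probe sets. All 23 measured genes of the secretory pathway and endoplasmic reticulum were above background, among them the translocon gene Sec61b at 11.58 ± 0.17, the chaperone Hspa5 at 10.50 ± 0.07 and the transcription factor Xbp1 at 8.67.

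Of the 564 symbols of the human pDC signature, 1 fewer than Fig. S5A gives, 386 had a mouse gene of the same symbol on the array, and 249 of these (64.5%) were above background. Over the genes of all 14 human signatures the share was 62.7%, and for the 13 signatures other than that of pDCs it ran from 46.9% for BD_cMo to 74.0% for SK_LC. The signature's median level was 0.70 ± 0.02 above the floor. Of the 13 other signatures, 3 had a higher median, SK_LC at 1.93, DC_vs_Mo/Mac at 1.20 and SK_CD141high_DDC_A at 0.82, and the lowest was BD_cMo at -0.09. No difference between signatures was tested. With the floor at the 99th percentile of olfactory receptors the median of the pDC signature was -0.28, and with the floor at the highest silent tissue gene -0.35. Members with high levels were Plac8 at 11.71 ± 0.07, the sialomucin Cd164 at 11.62 ± 0.09, Alox5ap, which serves leukotriene synthesis, at 11.51 ± 0.03, the TLR chaperone Hsp90b1 at 11.33, the surface protein Cd7 at 11.15 and the tetraspanin Tspan13 at 10.98 ± 0.07.

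The human and mouse pDC signatures share 31 symbols. All 26 of these that were measured were above background, with a median of 5.17 ± 0.04 above the floor. As members of the mouse pDC signature, which was chosen partly on these arrays, these genes are not independent evidence. They include the adaptor Blnk at 9.42 ± 0.09, the chemokine receptor Cxcr3 at 9.57 ± 0.00, Pacsin1 at 8.93, Nucb2 at 10.39 ± 0.06, Rexo2 at 10.17 ± 0.04, the cholesterol transporter Npc1 at 9.58 ± 0.03 and Ets1 at 8.10. Without these genes, 61.9% of the human signature was above background. In the mouse pDC signature, of which the copy used holds 430 symbols, 2 fewer than Fig. S5B gives, 337 of 344 measured genes (98.0%) were above background. These arrays were among those from which it was chosen, so this share is not independent evidence.

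With 1 group of cells, the pairwise enrichment of Fig. S5A was not computed here. In the paper, the human pDC signature was enriched in mouse pDCs when these were set against the other mouse subsets, and the paper takes this and the reciprocal enrichment as controls for its BubbleGUM analysis.

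**Figure D2:**
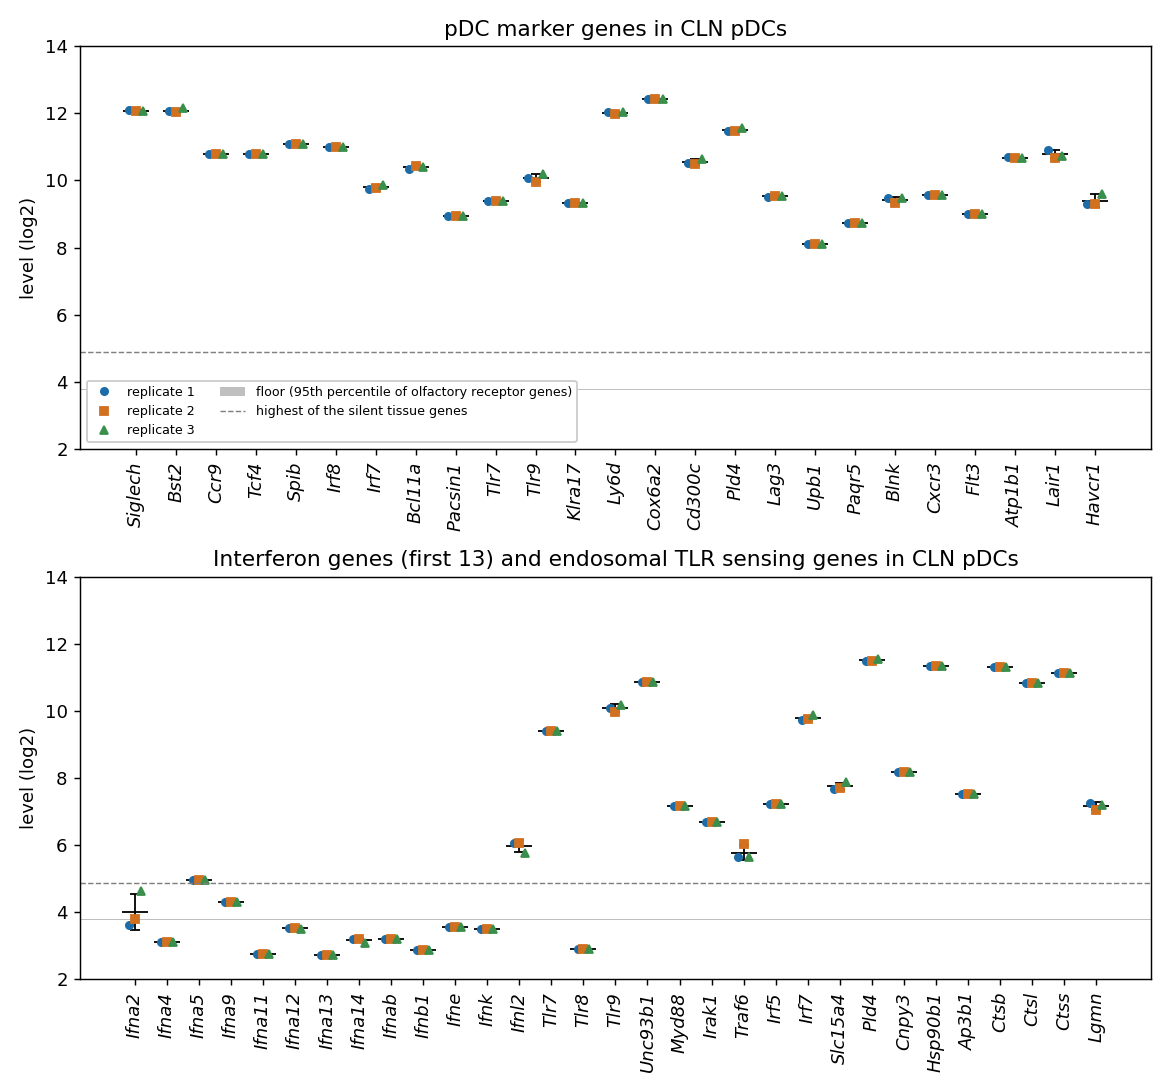
Log2 levels of the 25 measured pDC marker genes (top) and of 13 interferon genes followed by 18 endosomal TLR sensing genes (bottom) in the 3 CLN pDC arrays. Symbols are single arrays, dashes and bars the mean and SD, the thin grey line the floor from 3.76 to 3.79 and the dashed line the highest silent tissue gene at 4.87. All markers lie above the dashed line, and most interferon genes lie below the grey line.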

In order to identify the tissue equivalents of blood CD141^high^ DCs, we generated gene signatures of human blood MP subsets and analyzed their enrichment across human skin MPsubsets (Fig. 6). This confirmed our prediction that only SK_CD141^high^_DDCs_A but not SK_CD141^+^_DDCs_B were the tissue equivalent of blood CD141^high^_DCs (Fig. 6A, ❸, green box). SK_CD141^high^_DDCs_A and SK_CD141^+^_DDCs_B were enriched with gene signatures from distinct blood MP populations (orange box, Fig. 6A) providing further support of their distinct identities. The human BD_CD141^high^_DC gene signature was significantly enriched in the human SK_CD141^high^_DDC_A when compared to each of the other human skin MP subsets examined, including SK_LCs and SK_CD141^+^_DDC_B (Fig. 6A; ❸, green box), as previously reported using the CMAP method (Haniffa et al., 2012). In contrast, none of the human blood MP signature was consistently enriched in SK_CD141^+^_DDC_B when compared to all other human skin MP subsets (Fig. 6A, ❹). Similarly, when analyzing across human blood cell subsets the expression of the gene signatures of human skin cell subsets, the SK_CD141^high^_DDC_A signature was significantly enriched in the human BD_CD141^high^_DC (Fig. 6B, ❾, green box). In contrast, the SK_CD141^+^_DDC_B signature was not found to be significantly enriched in any of the human blood cell subsets examined. Genes selectively expressed in both BD_CD141^high^_DCs and SK_CD141^high^_DDC_A include genes previously reported to be characteristic of this DC subset in human or mouse, eventually controlling their development or functions (Fig. 6C) (*BATF3*, *CADM1*, *GCET2*, *IDO2*, *RAB7B*, *ID2*, *BTLA*, *STX3*, *FAM46C*, *TAP1*, *ARHGAP22*, *RASGPR3*) (Galibert et al., 2005, Ginhoux et al., 2009, Grajales-Reyes et al., 2015, Hacker et al., 2003, Haniffa et al., 2012, Hildner et al., 2008, Jackson et al., 2011, Jaiswal et al., 2013, Robbins et al., 2008). A parallel analysis of mouse MP subsets yielded very similar results (Fig. S6).

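Most measured genes that marked pDCs in the spleen were above background at the lenient floor in the sorted pDCs of the cutaneous lymph node. Which cells of these preparations transcribed them was not tested. Of the 942 symbols of the SP_pDC signature, 2 fewer than Fig. S6 gives, 749 had a gene on the array, and 719 of them (96.0%) were above background, with a median level of 3.28 ± 0.07 above the floor (SD, n = 3 arrays). Among all other genes on the array the share was 52.2%. Of the 396 measured SP_pDC genes that stand in neither the CLN_pDC nor the mouse pDC signature, 374 (94.4%) were above background, with a median of 2.80 ± 0.03 above the floor. These include the adhesion molecule Cdh1 at 9.28 ± 0.10, Net1, an exchange factor of Rho GTPases, at 9.34 ± 0.02, Cd200 at 8.32, the costimulatory receptor Cd28 at 6.96 ± 0.07 and the lectin Mgl2 at 6.39. Cdh1, Cd28 and Mgl2 also stand in the lists of LC, T cell and CD11b+ dendritic cell genes, respectively. Clec10a at 8.58 ± 0.18 stands in both tissue signatures.

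In the CLN_pDC signature, also 2 symbols short of the figure, 496 of 506 measured genes (98.0%) were above background, with a median of 4.12 ± 0.06 above the floor. That signature was chosen partly on these 3 arrays, so its share is not independent of them. Genes of CLN_pDC outside SP_pDC include Cox6a2, a subunit of cytochrome c oxidase, at 12.44, the nuclease Pld4 at 11.51 ± 0.05, H2-Oa, a regulator of MHC-II peptide loading, at 10.93, Trim30a at 9.96 ± 0.09 and Stat2, a signal transducer of the interferon receptor, at 8.22 ± 0.15. Its members S100a8, S100a9, Ngp, Camp, Bpifa2 and Smr3a encode neutrophil and salivary gland proteins. As spleen pDCs were not analysed here, no level was compared between tissues.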

### 3.4 Human bona fide CD141^high^XCR1^+^ dermal DCs express MHC-I antigen (cross)-presentation genes

Upon comparison of the gene expression programs of human SK_LCs with human SK_CD141^+^_DDC_B and CD14^+^_DMPs, it was concluded that human LCs but not human SK_CD141^+^_DDC_B are enriched with MHC-I antigen (cross)-presentation genes (Artyomov et al., 2015). Because we demonstrated above that the SK_CD141^+^_DDC_B from Artyomov et al. and our SK_CD141^high^_DDC_A correspond to different cell types, and because of the discrepancies in previous reports comparing cross-presentation functions of human LCs and dermal CD141^+/high^ DCs (Artyomov et al., 2015, Haniffa et al., 2012), we evaluated the expression of MHC-I antigen (cross)-presentation genes across the whole human MP subset compendium studied here (Figs. 7 and S7). We confirmed that the GeneSets “ER_phagosome_pathway” and “Cross-presentation of soluble exogenous antigens endosomes” were significantly enriched in human SK_LCs when compared not only to SK_CD141^+^_DDC_B (Fig. 7A, ❶, green box) but to all the other human cell populations examined (Fig. 7A, ❶, blue box) but one (Fig. 7A, ❶, orange box). However, importantly, this unique exception corresponded to the SK_CD141^high^_DDC_A. Indeed, both human LCs (Fig. 7A, ❶, blue box) and bona fide human SK_CD141^high^_DDC_A (Fig. 7A, ❸) strongly express “ER_phagosome_pathway” and “Antigen_presentation_folding_assembly_and_peptide_loading_of_class_I_MHC” genes when compared to other human skin MP subsets. This analysis further illustrated the differences between human SK_CD141^+^_DDC_B and SK_CD141^high^_DDC_A, as demonstrated by their differential expression of Reactome GeneSets (subpanels ❸ and ❹ and orange box in Fig. 7A). To interrogate this further, we generated a heatmap of MHC-I antigen (cross)-presentation genes for all human and mouse MP subsets (Fig. 8A). This revealed that most of the MHC-I antigen (cross)-presentation genes were expressed at much higher levels in LCs and cDCs including SK_CD141^high^_DDCs_A than in cells derived from monocytes, which included SK_CD141^+^_DDCs_B. 

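In CLN pDCs of untreated mice, nearly all measured genes of the MHC-I presentation pathway of Fig. 8A were above background. Of its 50 genes, 47 were measured here and 46 were above background in all 3 arrays. The heavy chains of MHC-I, which present the peptide, were not among the measured genes. The catalytic subunits of the immunoproteasome were at 10.14 ± 0.10 for Psmb8, 11.55 ± 0.07 for Psmb9 and 10.19 ± 0.17 for Psmb10 (SD, n = 3 arrays), and those of the constitutive proteasome at 9.85 ± 0.27 for Psmb5, 10.57 ± 0.17 for Psmb6 and 9.08 ± 0.01 for Psmb7. The proteasome activator genes Psme1 and Psme2 had levels of 10.80 ± 0.07 and 9.90 ± 0.20, and Psmd10 was at 7.75 ± 0.27. The peptide transporter genes Tap1 and Tap2 were at 7.90 ± 0.16 and 6.46, and B2m, the light chain of MHC-I, was at 12.07 ± 0.13. The NADPH oxidase genes Cyba and Cybb, which act in the phagosome, were at 10.77 ± 0.12 and 11.11 ± 0.06, and the protease Ctss at 11.12. The 1 gene not above background was Sec61a2, at 3.46, while its paralog Sec61a1 was at 9.68 ± 0.07, and Psmd5 lay close to background at 4.87 ± 0.12. Of a second list of MHC-I presentation genes, all 15 measured were above background, among them the transactivator Nlrc5 at 7.54 ± 0.21, Tapbp at 9.48 and Erap1 at 6.93. That list is not separate from Fig. 8A, since B2m, Tap1, Tap2, Calr and the immunoproteasome and activator genes given above stand in both. Its heavy chain genes H2-K1 and H2-D1 were not measured.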

Whereas many of these genes were expressed at similar levels in LCs and SK_CD141^high^_DDCs_A, several were higher in SK_CD141^high^_DDCs_A, including *PSMB5*, *PSMD10*, *PSME2*, *TAP1*, *B2M*, *HLA-A*, *HLA-B* and *HLA-G*.

Hence, among the human MP subsets found in the skin or in the blood, human LCs do stand apart as expressing high levels of the genes associated to MHC-I antigen (cross)-presentation, consistent with similar analyses performed previously (Artyomov et al., 2015). However, high expression of these genes is not a hallmark of human LCs alone and also applies to bona fide human skin CD141^high^XCR1^+^ DDCs. Nevertheless, the expression pattern of the reactome GeneSets associated with MHC-I antigen processing/(cross)-presentation was strikingly similar between human SK_LCs and mouse CLN_XCR1^+^_MigDCs (Fig. 7A, ❶ and Fig. 7B, ❽; blue boxes). Many of the genes associated with MHC-I antigen (cross)-presentation that were selectively expressed at higher levels by human SK_LCs and SK_CD141^high^_DDC_A compared to other human myeloid cell types (Fig. 8A) were also expressed to high levels in mouse CLN_XCR1^+^_migDCs but not by mouse SK_LCs (Fig. 8B), consistent with the differences recently reported between mouse and human LCs (Artyomov et al., 2015).

## 4 Discussion

Recent reports characterized three different cell populations identified as dermal ‘CD141^+^ DCs’ with overlapping phenotypes but each with unique transcriptome profiles, functions, and lineage relationships to other tissue DCs in humans and mice (Artyomov et al., 2015, Chu et al., 2012, Haniffa et al., 2012). This discrepency in the literature has caused confusion in the field regarding how best to identify these cells and define their precise functions. In this study, we aimed to clarify these conflicting reports and to define murine and human skin MP subsets, their intra-species tissue equivalents and inter-species homologs, using comparative genomics. By exploiting public datasets for MP subsets from blood, spleen, skin or cutaneous lymph node of humans and mice, we rigorously identified DC subsets, monocytes and macrophages in these tissues and aligned them across species. We showed here that human dermal CD14^+^ CD141^+^ population (Chu et al., 2012) and dermal CD1a^dim^CD141^+^ cells (Artyomov et al., 2015) are related to monocyte-derived cells and/or macrophages. We also show that the human MP population equivalent to human blood CD141^high^XCR1^+^ DCs are the bona fide CD141^high^XCR1^+^ DDCs (Haniffa et al., 2012) and not LCs as recently claimed (Artyomov et al., 2015). This reaffirms the homologous relationships between human and mouse skin XCR1^+^ DCs and between human and mouse LCs.

In our analysis, both human and mouse LCs transcriptionally resemble cDCs rather than monocytes or monocyte-derived cells. This explains the morphologic and functional similarities between LCs and cDCs supporting the classification of LCs as DCs based on gene expression profiling and function (Artyomov et al., 2015). However, in contrast to cDCs which arise from bone marrow HSCs, LCs develop from yolk sac and fetal liver precursors and are thus developmentally related to tissue-resident macrophages (Hoeffel et al., 2012, Hoeffel et al., 2015). A recent nomenclature attempted to resolve this issue by proposing that MPs should be classified based on a two-stage system: firstly according to ontogeny (level one), and secondly based on their function, location and/or morphology (level two) (Guilliams et al., 2014).

The dichotomy between the developmental and functional attributes of LCs highlights the critical role of the tissue microenvironment in imprinting subset identities on MPs. From birth, the epidermal environment imprints on fetal monocytes a transcriptional program that directs the functional convergence of LCs towards DCs. Similar imprinting also occurs in adult murine skin upon inflammation where distinct LC precursors undergo a differentiation program that culminates in a common end functional phenotype (Chopin et al., 2013, Nagao et al., 2012, Price et al., 2015, Sere et al., 2012). More recently, a reciprocal transcriptomic and functional convergence towards LCs of cells originating from pre-DC was reported, likely resulting from imprinting by the oral mucosa (Capucha et al., 2015). LC subsets arising from different progenitors can be distinguished in the sublingual mucosa of mice, with CD103^+^ CD11b^low^ LCs arising from pre-DCs and CD11b^+^ CD103^−^ LCs from both pre-DCs and monocytic precursors. It could be argued that oral mucosal pre-DC-derived LCs should not be called LCs but rather cDCs due to their ontogeny. However, despite their ontogenic differences, oral mucosal LCs and epidermal LCs share similar immunological functions and transcriptomic signature (Capucha et al., 2015). This supports a significant role of peripheral tissue programming in dictating the final outcome of the functional differentiation of a MP population (Becher et al., 2014, Schlitzer et al., 2015). Peripheral programming ensures that each anatomical niche is populated by MPs with appropriate functions irrespective of their ontogeny. Two recent publications support this notion by demonstrating epigenetic reprogramming within macrophages originating from a given tissue upon adoptive transfer into another tissue (Gosselin et al., 2014, Lavin et al., 2014).

We demonstrate here that human and mouse LCs express a common specific molecular signature and correspond to homologous cell types. Strikingly, however, while mouse LCs are significantly enriched for the human LC gene signature, the reverse is not true (Fig. 4B, ❺, gray box). The mouse LC gene signature is significantly enriched in human SK_CD141^high^_DDC_A and SK_CD1c^+^_DDC when compared to human LCs. However, one should note that the mouse LC gene signature encompasses almost twice as many genes (570) as the human LC gene signature (269). Mouse LCs selectively express many genes in which expression patterns are not conserved between mouse and human skin MPs (Fig. S8). This may explain the distinct biological functions that have been reported between mouse versus human LCs. Mouse LCs were shown to possess tolerogenic (Flacher et al., 2014, Gomez de Aguero et al., 2012, Kautz-Neu et al., 2011, Price et al., 2015, Shklovskaya et al., 2011) rather than immunogenic (Elnekave et al., 2014) functions (reviewed in Igyarto and Kaplan (2013); Malissen et al. (2014)). In contrast, human LCs are generally reported to be immunogenic (Banchereau et al., 2012, Klechevsky et al., 2008, Romano et al., 2012) rather than tolerogenic ((Seneschal et al., 2012, van der Aar et al., 2013); reviewed in Durand and Segura (2015)). Hence, there may be more differences between mouse and human LCs than between other homologous subsets of mouse and human MPs, as was recently proposed (Artyomov et al., 2015). These differences may be accounted for by external environmental factors since, unlike humans, mice are housed in specific pathogen free environment, a condition which may favor the long-term persistence of prenatal LCs. In mice, inflammation can result in partial replenishment of LCs by blood borne precursors which may have unique features compared to prenatally-derived LCs (Chopin et al., 2013, Nagao et al., 2012, Price et al., 2015, Sere et al., 2012). In particular, only prenatally-derived LCs are relatively resistant to irradiation as a consequence of high constitutive expression of the DNA-repair machinery molecule CDKN1A (Price et al., 2015). It is also possible that murine LCs are functionally adapted to fur-bearing mice skin compared to human LCs. Alternatively or in addition, differences in the experimental protocols used for the isolation of MP subsets from mouse versus human skin may also confound comparison of LCs between these 2 species, including differential contamination by other cell types. These differences and heterogeneity may be difficult to evaluate using bulk-population analysis but could be explored with single-cell transcriptome profiling.

Contrary to what was recently reported (Artyomov et al., 2015), we showed that the human skin DCs equivalent to human blood CD141^high^XCR1^+^ DCs are bona fide CD141^high^XCR1^+^ DDCs and not LCs, and we showed that human and mouse LCs are homologous. Why did our interpretation of the analysis of the gene expression profiling data from these authors differ from their own? The discrepancies between our report and Artyomov et al. are primarily methodological in nature. Firstly, the cells isolated as human skin CD141^+^ DDCs in Artyomov et al. were not bona fide CD141^high^XCR1^+^ DDCs but rather cells of the monocytic lineage, as we showed through re-analysis of their transcriptome profile. Secondly, the interpretation by Artyomov et al. of their gene expression profiling data was further confounded by a suboptimal match for cell type composition between the different MP datasets used, namely between the human blood versus skin datasets, and between the mouse versus human skin datasets.

Regarding the nature of the CD141^+^ DDCs from the human “B” dataset, rigorous identification of bona fide human CD141^high^XCR1^+^ dermal DCs is challenging. It requires the use of careful marker combinations for flow cytometry sorting as well as performing a posteriori analyses to ensure of the identity of the cell type isolated (Vu Manh et al., 2015a, Vu Manh et al., 2015b). Unfortunately at present, there isn't a single surface marker that will reliably identify bona fide human CD141^high^XCR1^+^ dermal DCs. CD141 is not unique to these cells but promiscuously expressed by blood and skin CD1c^+^ DCs (Haniffa et al., 2012), a fraction of skin CD14^+^ cells (Haniffa et al., 2012) and MoDCs (Balan et al., 2014). Although XCR1 uniquely identifies these cells at mRNA level in the human, to the best of our knowledge there isn't yet a reliable commercially available antibody against human XCR1. The CD141^+^ DDCs isolated by Artyomov et al. stained with an antibody of unspecified origin but claimed to specifically recognize XCR1 (Artyomov et al., 2015). However, the signal-to-noise ratio of that antibody staining on SK_CD141^+^_DDC_B was very poor, and a similar staining was observed on SK_CD14^+^_DMPs. Hence, the proposed interpretation that XCR1 may not faithfully mark the cross-presenting DC subset in human will need further rigorous experimental testing (Artyomov et al., 2015). Fluorescently-labeled recombinant human XCL1 or XCL2, the ligands for XCR1, specifically stain this receptor on human or monkey XCR1^+^ DCs and do not stain any of the other cell types examined (Balan et al., 2014, Dutertre et al., 2014a), but they are not commercially available. An additional cell surface antigen that could be exploited in identifying human CD141^high^XCR1^+^ dermal DCs is CD11c, because it is expressed at lower levels on these cells as compared to other cDCs, MoDCs and even macrophages (Haniffa et al., 2012). This observation is also recapitulated on in vitro differentiated CD141^high^XCR1^+^ DCs from CD34^+^ cord blood progenitors (Balan et al., 2014). Other antigens such as BTLA, CADM1 or CLEC9A should be used in addition to HLA-DR, CD141, CD11c and negativity for CD14 in characterizing CD141^high^XCR1^+^ DCs (Vu Manh et al., 2015a). The gating strategy we designed and reported when we first identified human CD141^high^ DDCs (Haniffa et al., 2012) was not taken into account when others later attempted to identify, purify and study these same cells (Artyomov et al., 2015, Chu et al., 2012).

In addition to a rigorous isolation strategy, additional a posteriori analyses must be performed to authenticate the identity of the cell population isolated, independently of the antigens used for their phenotypic identification. This can include analysis of their gene expression profiles by microarrays, focused qRT–PCR assays or RNA-Seq, comparing the isolated population with internal positive and negative control populations isolated simultaneously (e.g. other skin MP subsets as well as blood DC subsets), and/or in comparison with existing MP subset transcriptome datasets in publicly available repositories. The microarray transcriptome analysis performed in Artyomov et al. relied on a limited number of MP subsets as comparator populations, with major differences in MP subset composition between the human skin versus mouse datasets and between the human skin versus blood datasets. The mouse dataset used was restricted to mouse CDP-derived DCs and to LCs, without inclusion of monocytes, macrophages or monocyte-derived DCs. In contrast, the human skin dataset used turned out to only encompass monocyte-derived cells and LCs, without inclusion of any CDP-derived DCs. Hence, the gene modules generated through the analyses of these mouse versus human datasets could not be rigorously mapped across species, including for LCs since the reference MP subset populations used to generate the LC-specific signatures are completely different between the two species studied. Specifically, the design of the compendia analyzed by Artyomov et al. led to biasing the human LC gene module for enrichment in genes highly expressed in DC subsets as compared to monocytes/macrophages, and conversely for the mouse LC gene module which as enriched in genes highly expressed in monocytes/macrophages as compared to DC subsets (Fig. S9). A similar problem occurred for the comparison between the human blood versus skin datasets. Surprisingly, the authors of this study (Artyomov et al., 2015) did not directly compare the gene expression profiles of their dermal ‘CD141^+^ DCs’ with the dermal CD141^high^ DC population reported previously (Haniffa et al., 2012). It is unclear why in their analysis Artyomov et al. used only the blood MP from Haniffa et al. but disregarded the skin MP transcriptome data from the same study. In our study, we have tried to match as well as possible the human skin, human blood and mouse compendia. In addition, because each method of gene expression profiling has its own drawbacks and biases, we used different complementary methods to answer our questions, not only module analysis using BubbleGUM but also PCA and hierarchical clustering. This ensured robust interpretation of the results.

We do concur with Artyomov et al., that i) LCs transcriptionally resemble CDP-derived DCs rather than monocyte-derived cells, ii) human but not mouse LCs are enriched in genes linked to MHC-I (cross)-presentation when compared to other monocyte-derived cells, and iii) mouse and human LCs harbor striking differences in their gene expression programs, possibly to a larger extent than other pairs of homologous mouse and human MP subsets. However, our two main findings are contrary to the recent report by Artyomov et al., since we demonstrate that i) human bona fide CD141^high^ DDCs are equivalent to blood CD141^high^ DCs and homologous to mouse XCR1^+^ DCs, and ii) human and mouse LCs are homologous.

Bulk population transcriptomics analysis has enabled enormous progress in the classification and functional interrogation of MPs. However, our study illustrates the critical need for a rigorous design of gene expression compendia in order to accurately map cell populations or biological pathways across tissues or species, which requires using comprehensive datasets as tightly matched as possible across tissue and species for their cell type contents. In addition, our study also highlights the important need for accurate a priori definition of populations during sampling of biological material for RNA extraction, and the need for a posteriori analyses to authenticate the identity of the cell populations isolated such as to determine if the sampling procedure was accurate or needs to be changed (Vu Manh et al., 2015a). In our own studies of MP subsets from pig and sheep, the three-step strategy above allowed us to identify that the cells we had isolated as putative pig homolog of human CD1c^+^ cDCs were not CDP-derived DCs but cells of the monocytic lineage and most likely pig ncMo (Vu Manh et al., 2015b). We anticipate that new unbiased strategies using single-cell transcriptome and proteome analyses will circumvent some of the difficulties with bulk-population studies and provide the resolution to dissect the heterogeneity of MP subsets that underpins the breadth and specificity of immune responses.

The following are the supplementary data related to this article.

**Fig. S1:**
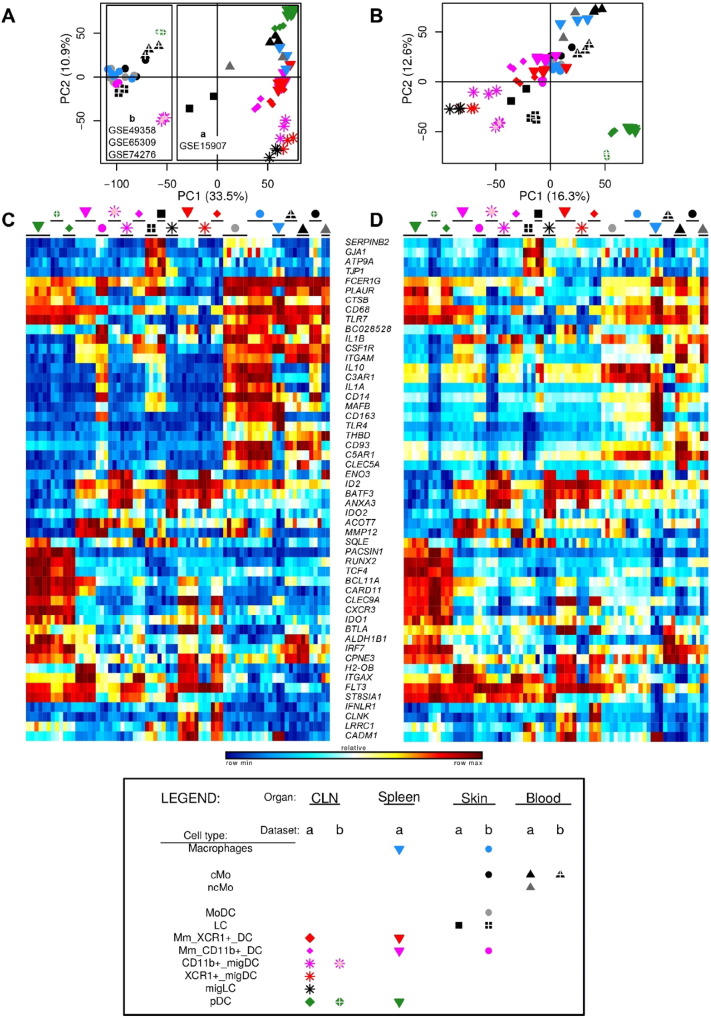
Expression patterns of control genes showing that subtraction of PC1 from the merged mouse datasets did not confound major transcriptomic characteristics of MP subsets. PCA plots (A, B) and heatmaps showing expression pattern of 52 control genes previously known to be differentially expressed between mouse MP subsets (C, D) before (A, C) and after (B, D) dataset effect removal in the mouse compendium.

**Fig. S2:**
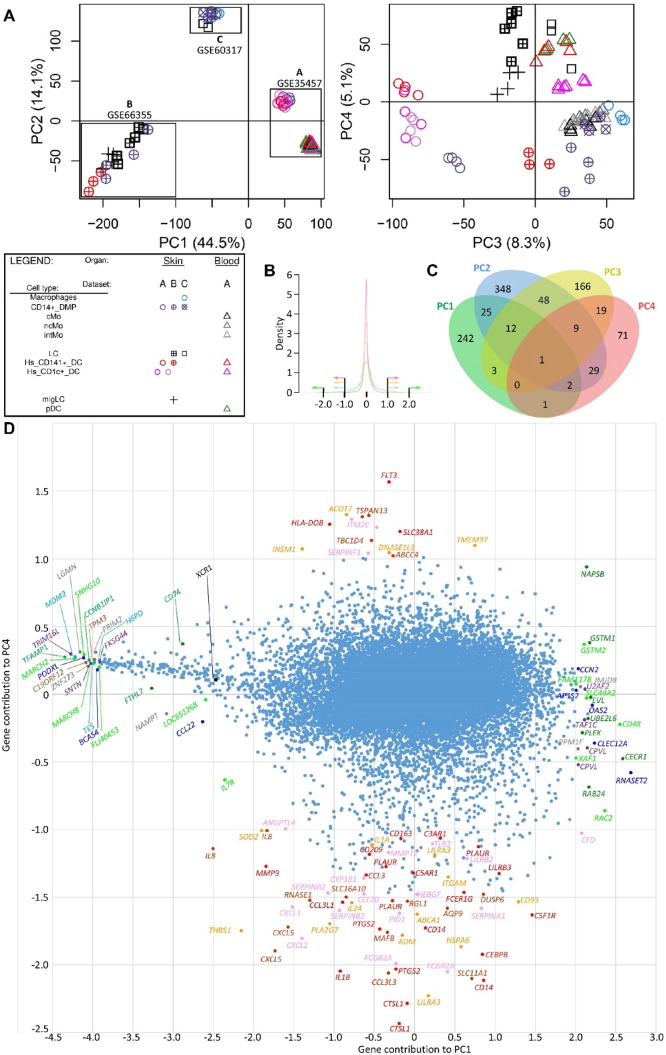
Identification of the genes contributing the most to dataset effect (PC1) or to DC versus monocyte/macrophage identity (PC4) for the human compendium. (A) PCA plots before correction for dataset effect. (B) Distribution of the weights of individual genes for the complete human dataset. Distributions of weights are shown as individual colored curve for each of the 4 PC axes, in green for PC1, blue for PC2, yellow for PC3 and red for PC4, and were used to set up threshold for selection of the genes contributing the most to each PC axis as shown by the colored arrows on the graph. (C) Venn diagram showing the intersections between the lists of the genes contributing the most to each of the first four PC axis. Only 4 of the 132 genes contributing the most to PC4 also strongly contribute to PC1. The vast majority of the genes contributing the most to PC1 and PC2 do not strongly contribute to PC3 or PC4. (D) Dot plot showing the individual contribution of each gene to PC1 (X-axis) versus PC4 (Y-axis). Most of the genes strongly contributing to PC1 do not significantly contribute to PC4 and are not known to be involved in the biology of DC or monocyte/macrophage subsets. Conversely, most of the genes contributing strongly to PC4 do not strongly contribute to PC1, and many of these genes are known to be specifically expressed by, or to control the development or functions of, DC or monocyte/macrophage subsets.

**Fig. S3:**
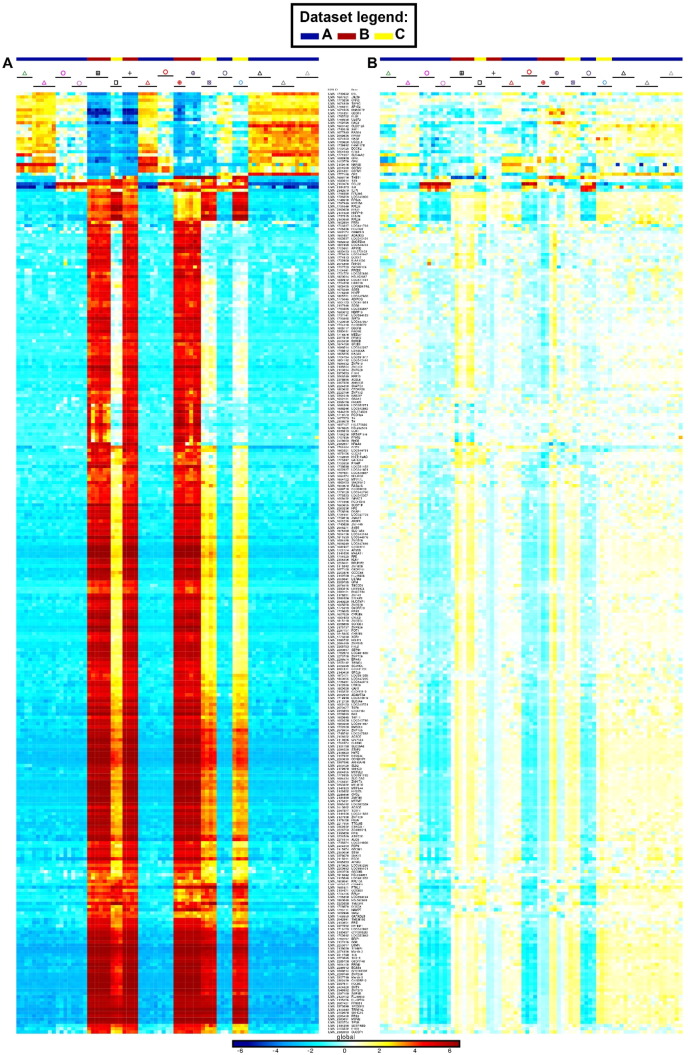

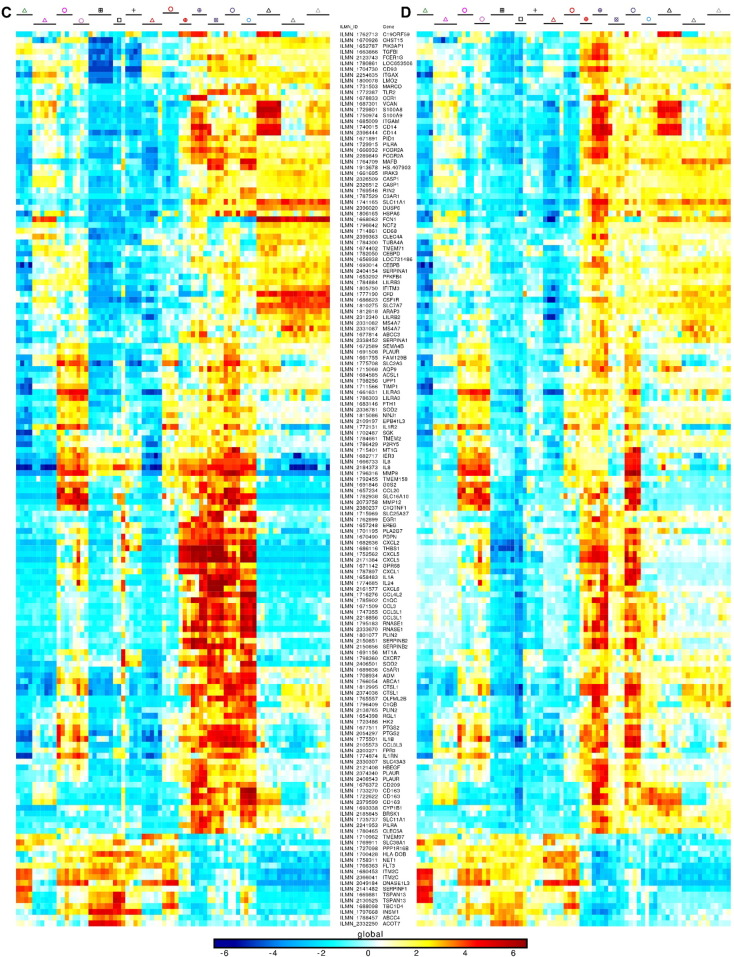
Removal of gene contributions to PC1 (dataset effect) and PC2 (dataset and tissue effect) does not confound relationships between human DC versus monocyte/macrophage subsets. (A–B). Heatmap showing the expression pattern of the genes contributing the most to PC1 before (A) or after (B) dataset correction. (C–D) Heatmap showing the expression pattern of the genes contributing the most to PC4 before (C) or after (D) dataset correction. The lists of genes were defined as shown in Fig. S2B–C. Before dataset correction, the PC1 genes are mostly differentially expressed between datasets but much less across DC and monocyte/macrophage subsets within each dataset. Consistently, correction of dataset effect leads to only very differential expression of these genes across the entire dataset. Before dataset correction, the PC4 genes are strongly differentially expressed within each dataset between DC and monocyte/macrophage subsets. Consistently, correction of dataset effect preserves the differential expression of these genes between DC and monocyte/macrophage subsets within and between datasets.

**Fig. S4:**
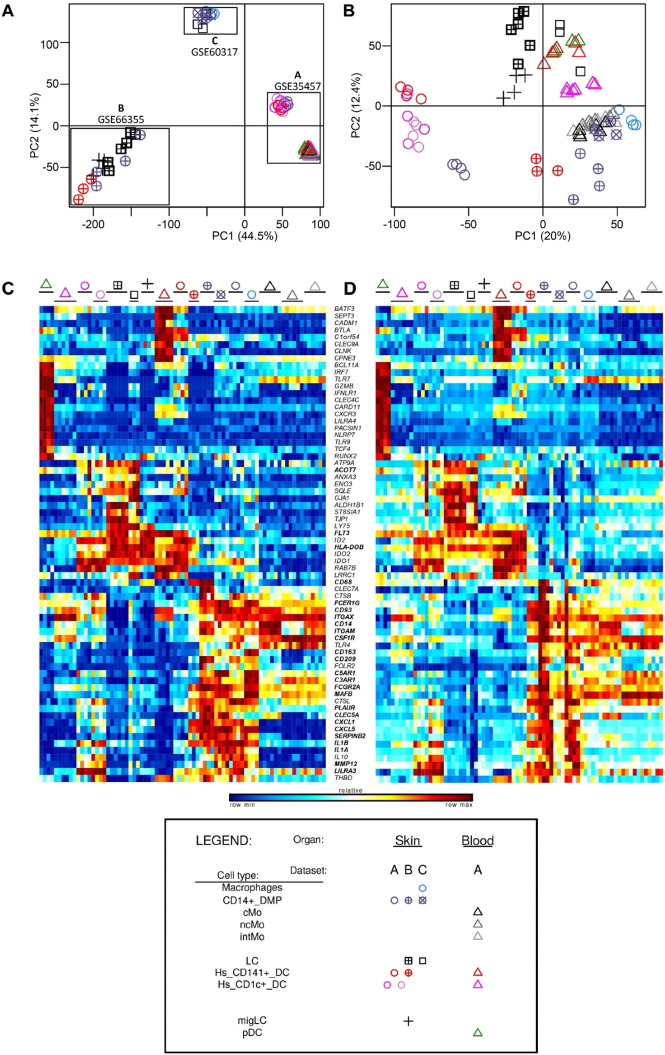
Expression patterns of control genes showing that subtraction of PC1 and PC2 from the merged human datasets did not confound major transcriptomic characteristics of MP subsets. PCA plots (A, B) and heatmaps showing expression pattern of 68 control genes previously known to be differentially expressed between mouse MP subsets (C, D) before (A, C) and after (B, D) dataset effect removal in the human compendia.

**Fig. S5:**
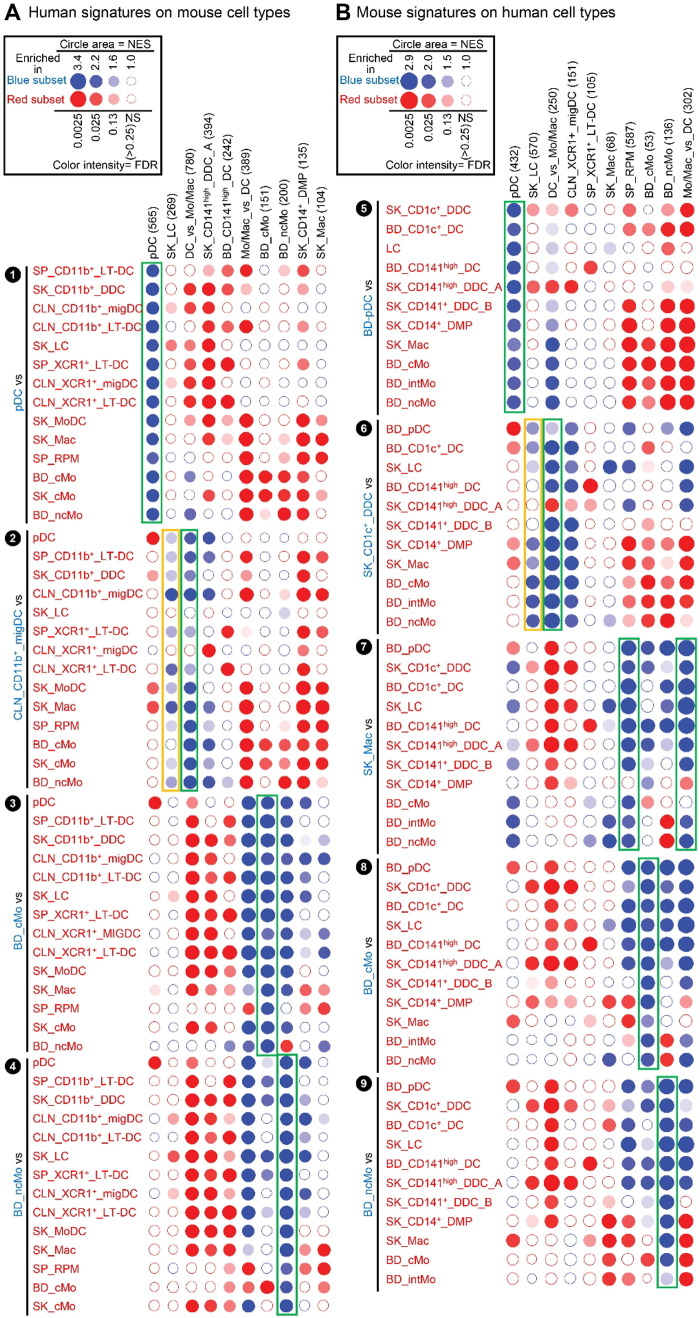
Analysis of the homologies between human and mouse MP subsets by high throughput GSEA using BubbleGUM. Additional comparisons between cell subsets to complete the analysis shown in Fig. 4. Gene signatures specific to each subset of MPs, or their subgroups, were generated using GeneSign separately for the mouse and human compendia. These signatures obtained in one species were then assessed for enrichment in all possible pairwise comparisons between MP subsets of the other species using BubbleMap. Data are represented as Bubbles, bigger and darker for stronger and more significant enrichment, in a color matching that of the condition in which the GeneSet was enriched (blue for the population indicated in blue characters on the annotation on the left of each figure, red for the populations to which the comparison is performed). (A) Human MP signatures assessed for enrichment across mouse MP subsets. (B) Mouse MP signatures assessed for enrichment across human MP subsets. Green boxes correspond to expected control enrichments, where a cell type-specific gene signature in one species is enriched in the homologous cell population in the other species when compared to any other cell population.

**Fig. S6:**
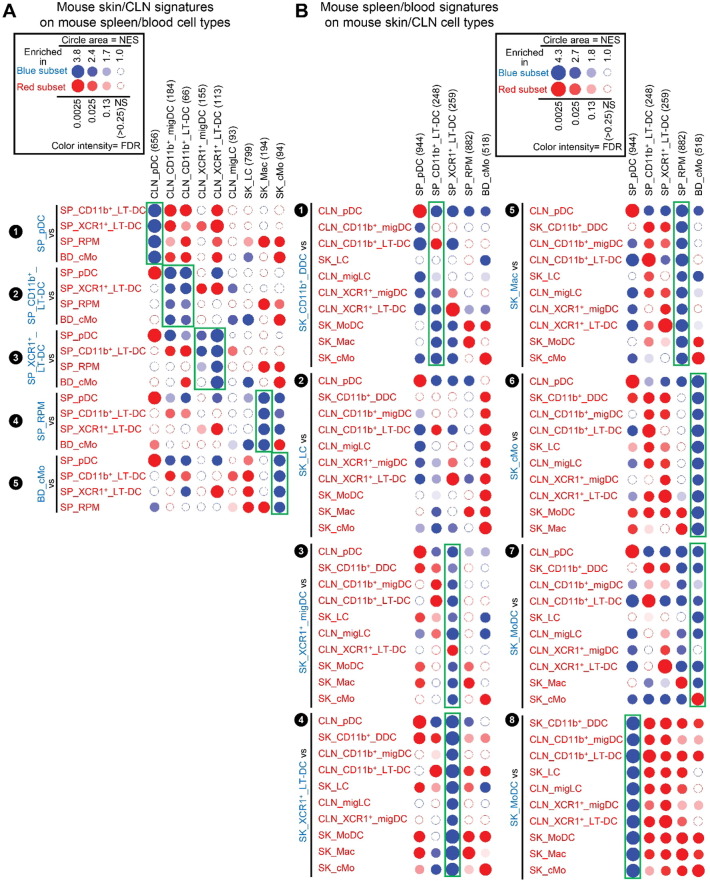
Analysis of the homologies between mouse skin/CLN versus spleen/blood MP subsets by high throughput GSEA using BubbleGUM. The analysis was performed and represented as explained in the legend of Fig. 6, but for the mouse dataset instead of the human one. Gene signatures specific to each subset of mouse MPs, or to subgroups of MPs, were generated independently from skin/CLN versus spleen/blood data using GeneSign. The signatures obtained in one type of tissue were assessed for enrichment in all possible pairwise comparisons between MP subsets from the other type of tissue using BubbleMap. Data are represented as in Fig. 4. (A) Mouse skin/CLN MP gene signatures assessed for enrichment across mouse spleen/blood MP subsets. (B) Mouse spleen/blood MP gene signatures assessed for enrichment across mouse skin/CLN MP subsets. Green boxes correspond to expected control enrichments, where a cell type-specific signature in one tissue is enriched in the equivalent cell population in the other tissue when compared to any other cell population.

**Fig. S7:**
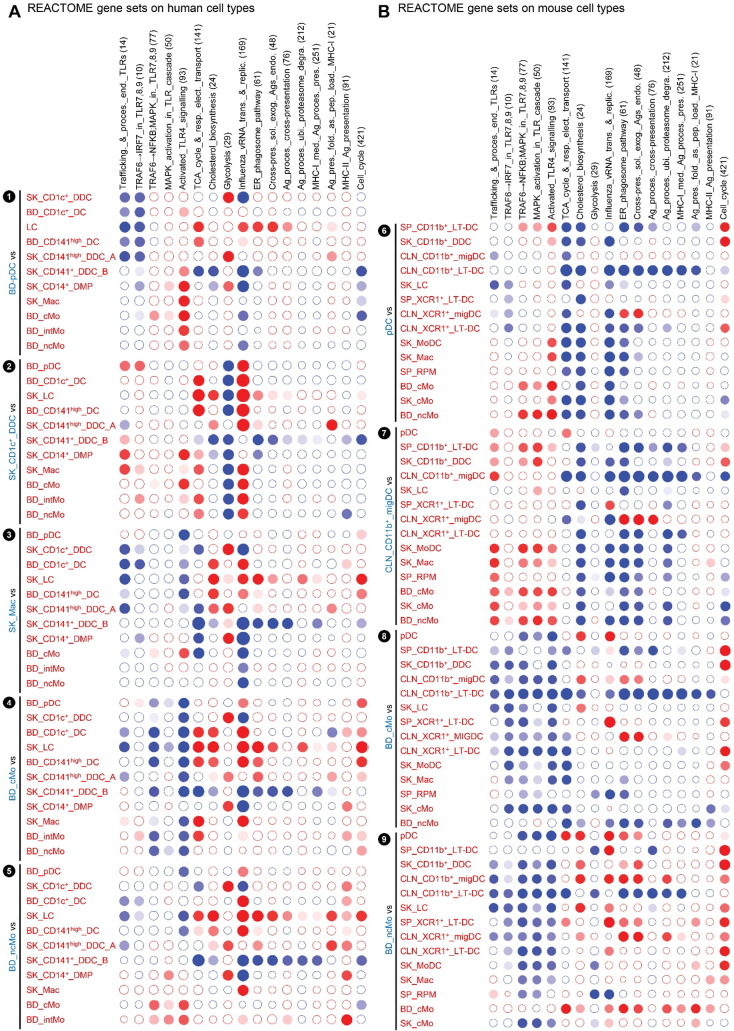
GSEA of selected Reactome GeneSets across human and mouse MP subsets. Additional comparisons between MP subsets to complete the analysis shown in Fig. 7. Selected Reactome GeneSets were assessed for enrichment in all possible pairwise comparisons between MP subsets in the human (A) or mouse (B) compendia. Data are represented as in Fig. 4.

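In mouse CLN pDCs, 1 of the subsets of panel B, genes of the GeneSets of TLR signalling, energy metabolism and antigen presentation were counted. Most of those measured were above background in all 3 arrays. Counted over genes with a mouse gene of the same symbol on the array, 8 of 11 genes of trafficking and processing of endosomal TLR were above background, 7 of 8 of TRAF6-mediated IRF7 activation, 58 of 63 of TRAF6-mediated induction of NFkB and MAP kinases, 40 of 43 of MAP kinase activation in the TLR cascade and 67 of 77 of TLR4 signalling. The receptor gene Tlr4 itself was not above background, at 3.25 ± 0.02. Genes shared between these GeneSets were not counted apart, so the counts are not separate observations. For metabolism, the counts were 103 of 107 for the TCA cycle and respiratory electron transport. They were 15 of 18 for cholesterol biosynthesis and 17 of 21 for glycolysis. The GeneSet of influenza viral RNA transcription and replication, which holds many ribosomal protein genes, had 70 of 73 genes above background and a median of 8.03 ± 0.02 above the floor (SD, n = 3 arrays).

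For antigen presentation, 48 of 50 genes of the ER phagosome pathway were above background, with a median of 4.81 ± 0.02 above the floor, 41 of 45 of cross-presentation of soluble exogenous antigens, 53 of 60 of antigen processing and cross-presentation, 15 of 15 of folding, assembly and peptide loading of class I MHC, and 57 of 72 of MHC class II antigen presentation. As these are counts in 1 cell type, they do not show that pDCs differ from another subset. For 3 GeneSets whose copy lacks 1 symbol of the figure, 155 of 180 genes of ubiquitination and proteasome degradation, 176 of 208 of class I MHC-mediated presentation and 246 of 330 of the cell cycle were above background.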

**Fig. S8:**
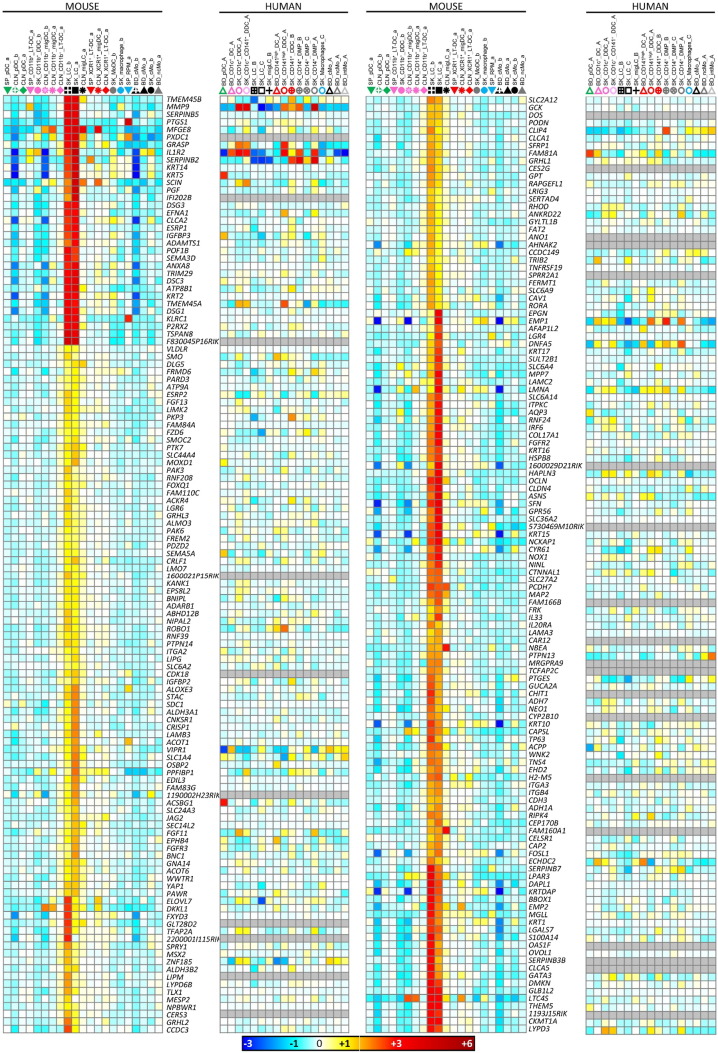
Heatmap showing expression pattern across mouse and human myeloid cell subsets of genes selectively expressed in mouse SK_LCs. Expression data were collapsed to the median expression across replicates within the human versus mouse compendia. Each cell type is depicted by the same symbol used in the PCA in Fig. 2, with the name of cell types spelled out above.

**Fig. S9:**
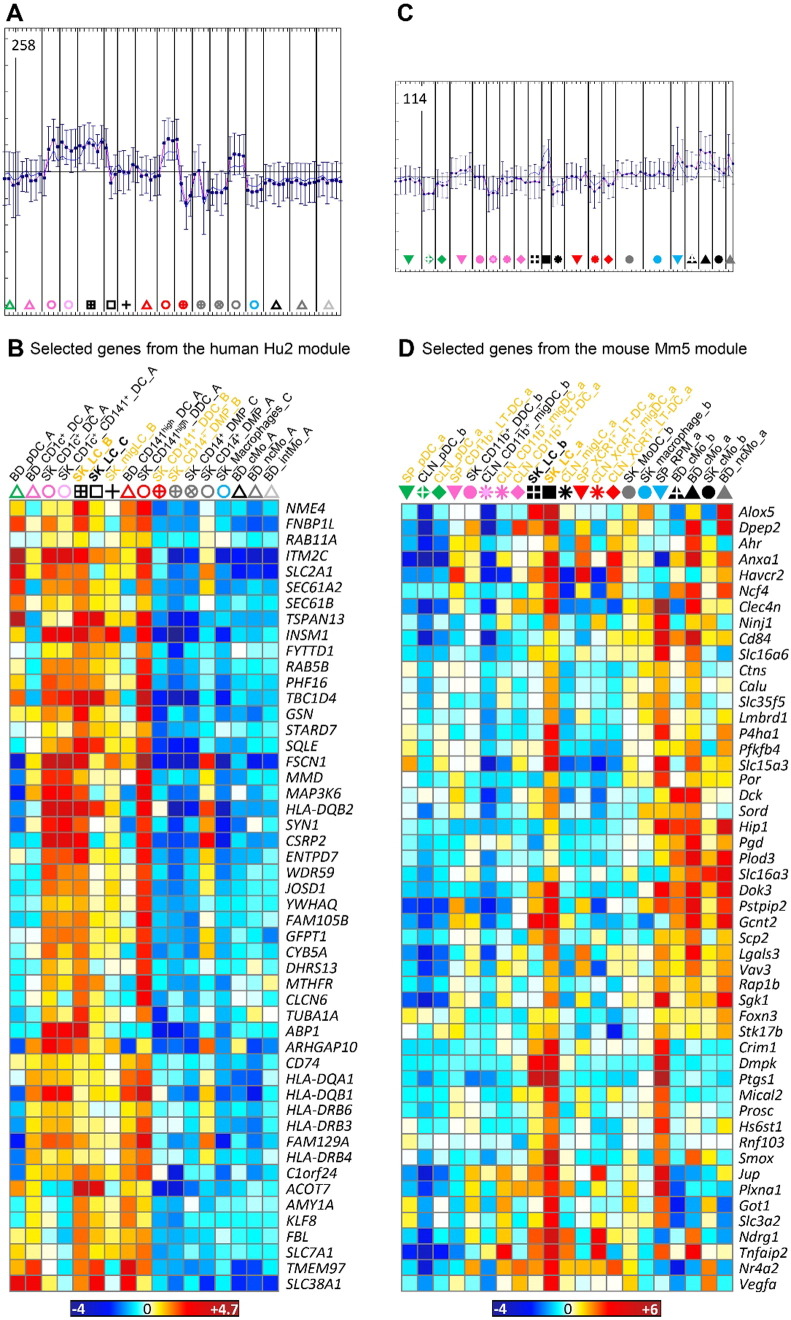
Differences in cell subset composition between the human versus mouse compendia used by Artyomov et al. led to biases in the definition of the gene modules reported to be selectively enriched in human versus mouse LCs. We performed a self-organizing map analysis on the gene modules identified by Artyomov et al. as selectively enriched LCs in human (Hu2 module) or mouse (Mm5 module), in order to cluster these genes based on their expression pattern across the entire human or mouse datasets used here. (A) The second major cluster obtained for the Hu2 module encompassed 258 genes out of the 819 total genes analyzed, and showed higher expression not only in LCs but also in DC subsets as compared to monocytes/macrophages. (B) The individual expression patterns of 50 of these genes are illustrated as a heatmap. (C) The second major cluster obtained for the Mm5 module encompassed 114 genes out of the 265 total genes analyzed, and showed higher expression not only in LCs but also in some monocytes/macrophages as compared to DC subsets. (D) The individual expression patterns of 50 of these genes are illustrated as a heatmap. Above each heatmap, the samples that were initially used by Artyomov et al. to define their gene modules are written in orange while the additional cell types that we used here are written in black. The samples where the genes were expected to be selectively expressed to high levels based on the report from Artyomov et al. are in bold font (SK_LC_B and SK_LC_C for human; SK_LC_a and SK_LC_b for mouse).

Supplementary material. Image 1

## Author contributions statements

M.D. and S.C conceived and developed the original strategy of data analysis with input from T-P.V.M., M.H. and F.G. Bioinformatics analyses were performed and figures generated by S.C., T-P.V.M., R.C. and M.D. The manuscript was written by M.D., F.G. and M.H. with contributions from S.C. and T-P.V.M. B.M. and S.H. provided novel data and critical discussion. All authors reviewed the manuscript.

## Competing financial interest

The authors declare no competing financial interests.

## Figures and Tables

**Fig. 1:**
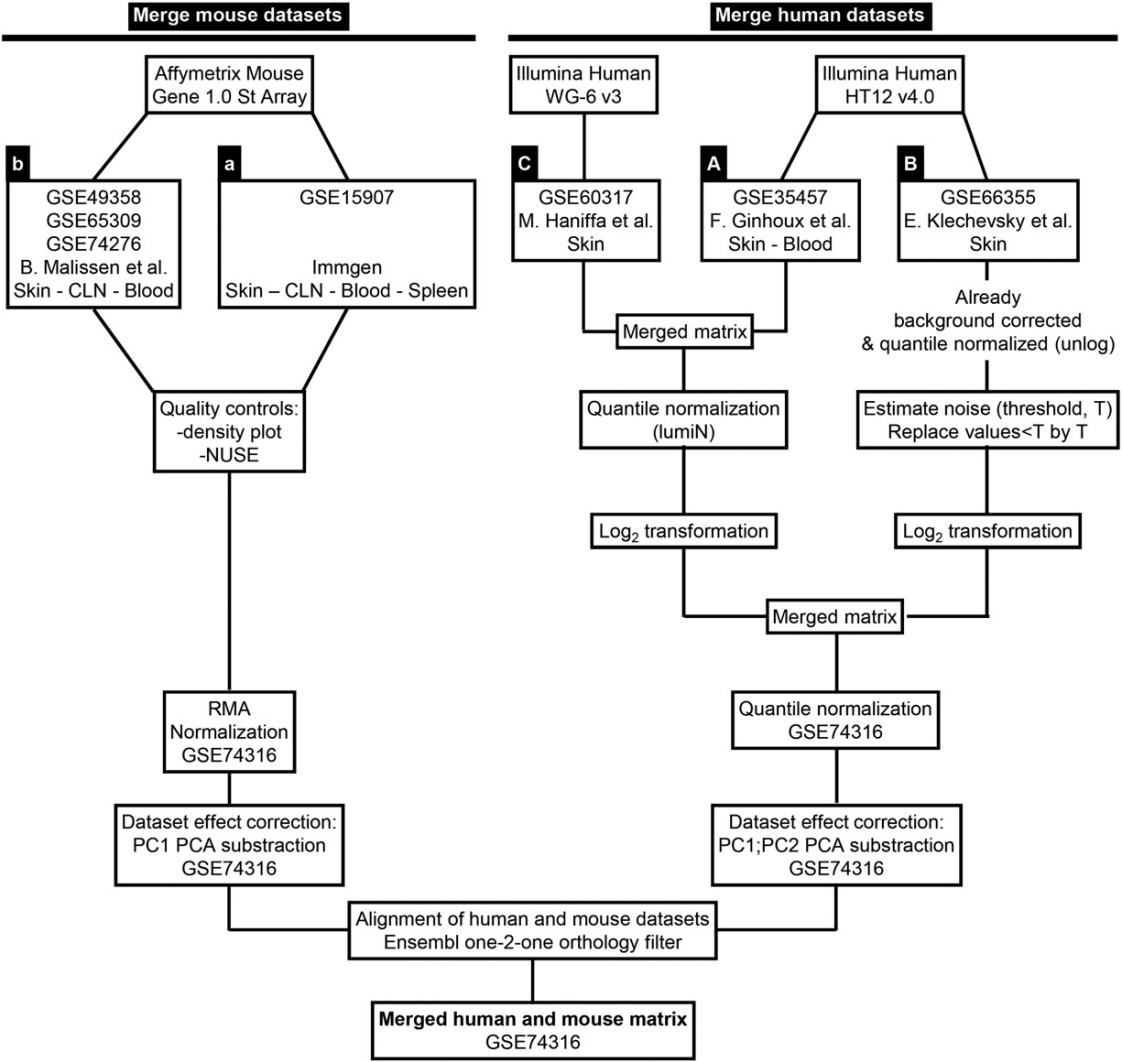
Overall scheme for the generation and analysis of datasets. Outline of pre-processing pipeline for the meta-analysis of the different mouse and human datasets analyzed.

**Fig. 2:**
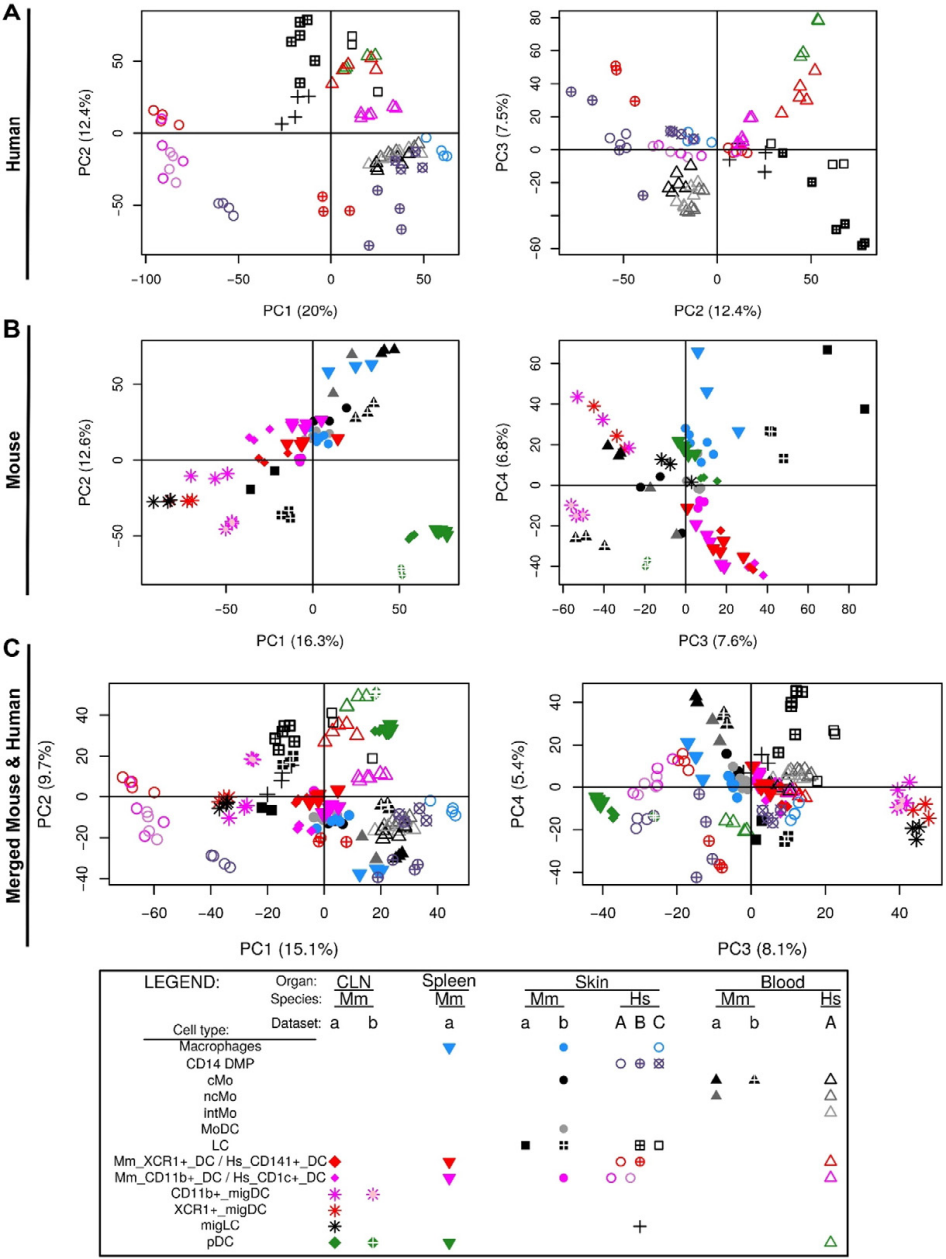
Relationships between MP subsets by PCA. Principal component analysis of human MP subsets (A), mouse MP subsets (B) and merged human and mouse MP subsets (C). Numbers in parenthesis indicate the percentage variability of the dataset along each PC axis.

**Fig. 3:**
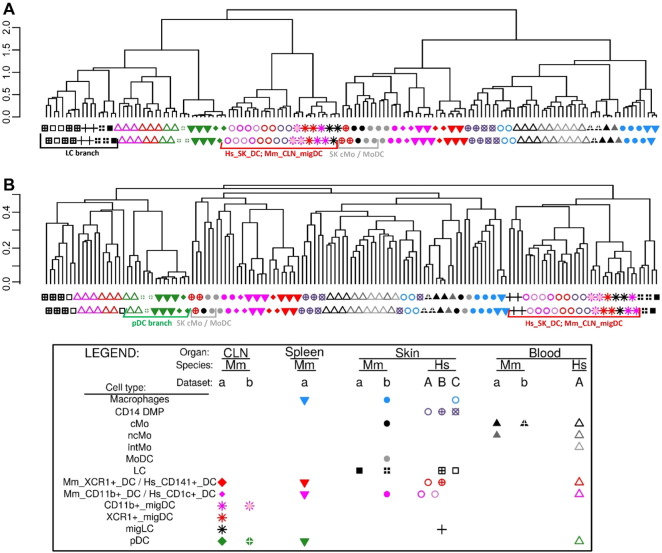
Relationships between MP subsets by hierarchical clustering. (A) Pearson correlation distance and Ward's method linkage. (B) Pearson correlation distance and average linkage.

**Fig. 4:**
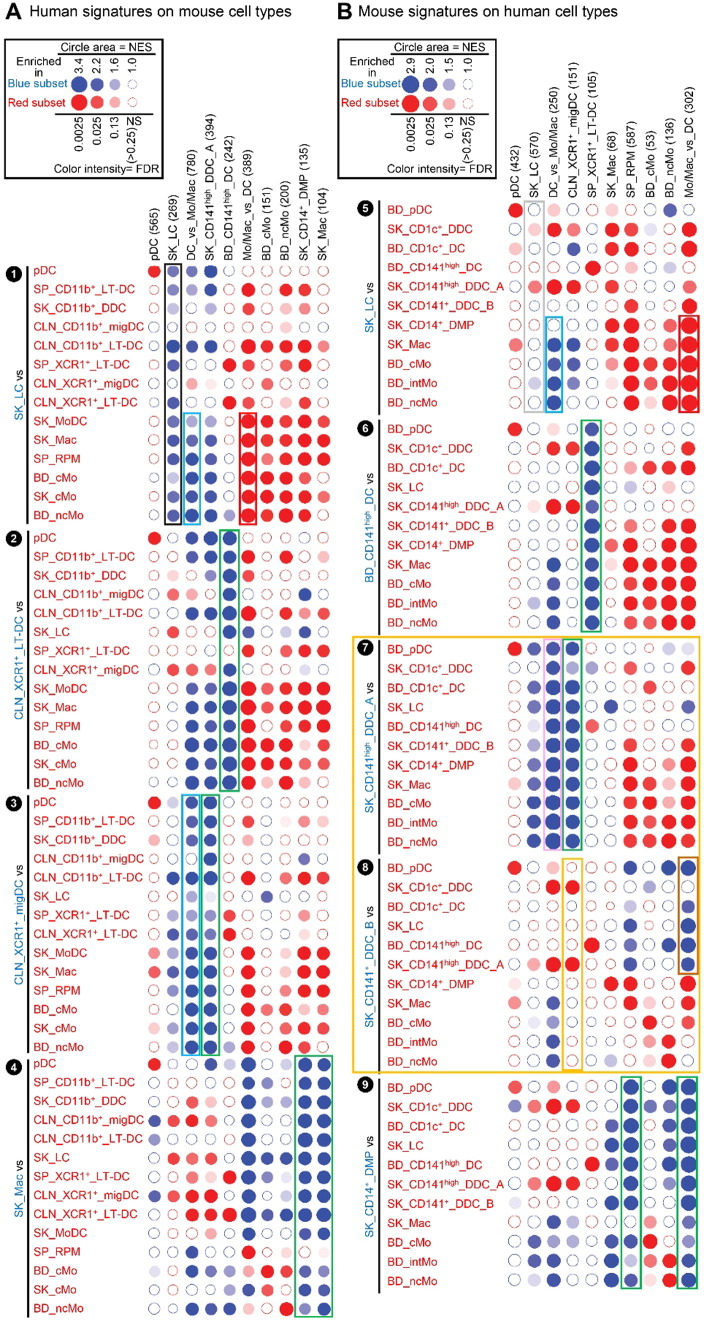
Analysis of the homologies between human and mouse MP subsets by high throughput GSEA using BubbleGUM. Gene signatures specific to each subset of MPs, or their subgroups, were generated using GeneSign separately for the mouse and human compendia. These signatures obtained in one species were then assessed for enrichment in all possible pairwise comparisons between MP subsets of the other species using the BubbleMap module of BubbleGUM. Data are represented as Bubbles, bigger and darker for stronger and more significant enrichment, in a color matching that of the condition in which the GeneSet was enriched (blue for the population indicated in blue characters on the annotation on the left of each figure, red for the populations to which the comparison is performed). The strength of the enrichment is quantified by the NES which represents the number and differential expression intensity of the genes enriched. The significance of the enrichment is measured by the false discovery rate (FDR) value (q) representing the likelihood that the enrichment of the GeneSet was a false-positive finding (e.g., if q = 0.25, a similar enrichment is found in 25% of the random GeneSets used as controls). This q-value was further corrected for multiple testing, leading to a higher stringency of the significance threshold used. The absolute NES values generally vary between 1 (no enrichment) and 5 (extremely high enrichment). The enrichment is considered significant for absolute NES values > 1 with an associated q value < 0.25. (A) Human MP signatures assessed for enrichment across mouse MP subsets. (B) Mouse MP signatures assessed for enrichment across human MP subsets.

**Fig. 5:**
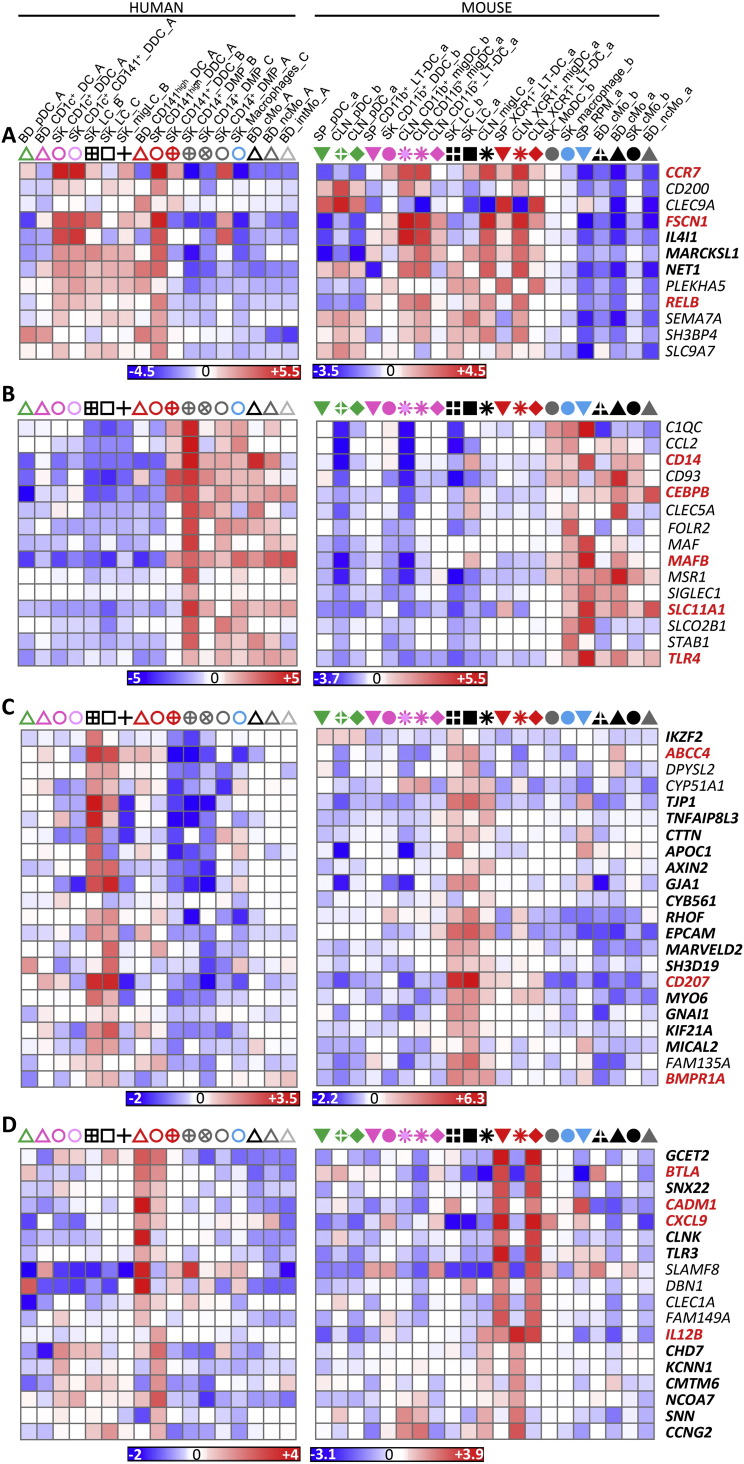
Heatmaps of selected genes contributing to GSEA profiles in Fig. 4. Expression data collapsed to the median expression across replicates are shown for the human (left) and mouse (right) compendia. Each cell type is depicted by the same symbol used in the PCA in Fig. 2, with the name of cell types spelled out above the figure. (A) Genes from the mouse and human cDC_vs_Mo/Mac GeneSet. (B) Genes from the mouse and human Mo/Mac_vs_DC GeneSet. (C) Genes from the mouse and human SK_LC GeneSets. (D) Genes from the human BD_CD141^high^_DC and/or SK_CD141^high^_DDC_A GeneSets and from the mouse SP_XCR1^+^_LT-DC and/or CLN_XCR1^+^_migDC GeneSets. Genes regulating the development or functions of the MP subset(s) in which they are selectively expressed are shown in bold red font. Genes for which a selective expression pattern was previously and independently reported across several subsets of mouse or human MPs, with results consistent with those shown here, are in bold black font.

**Fig. 6:**
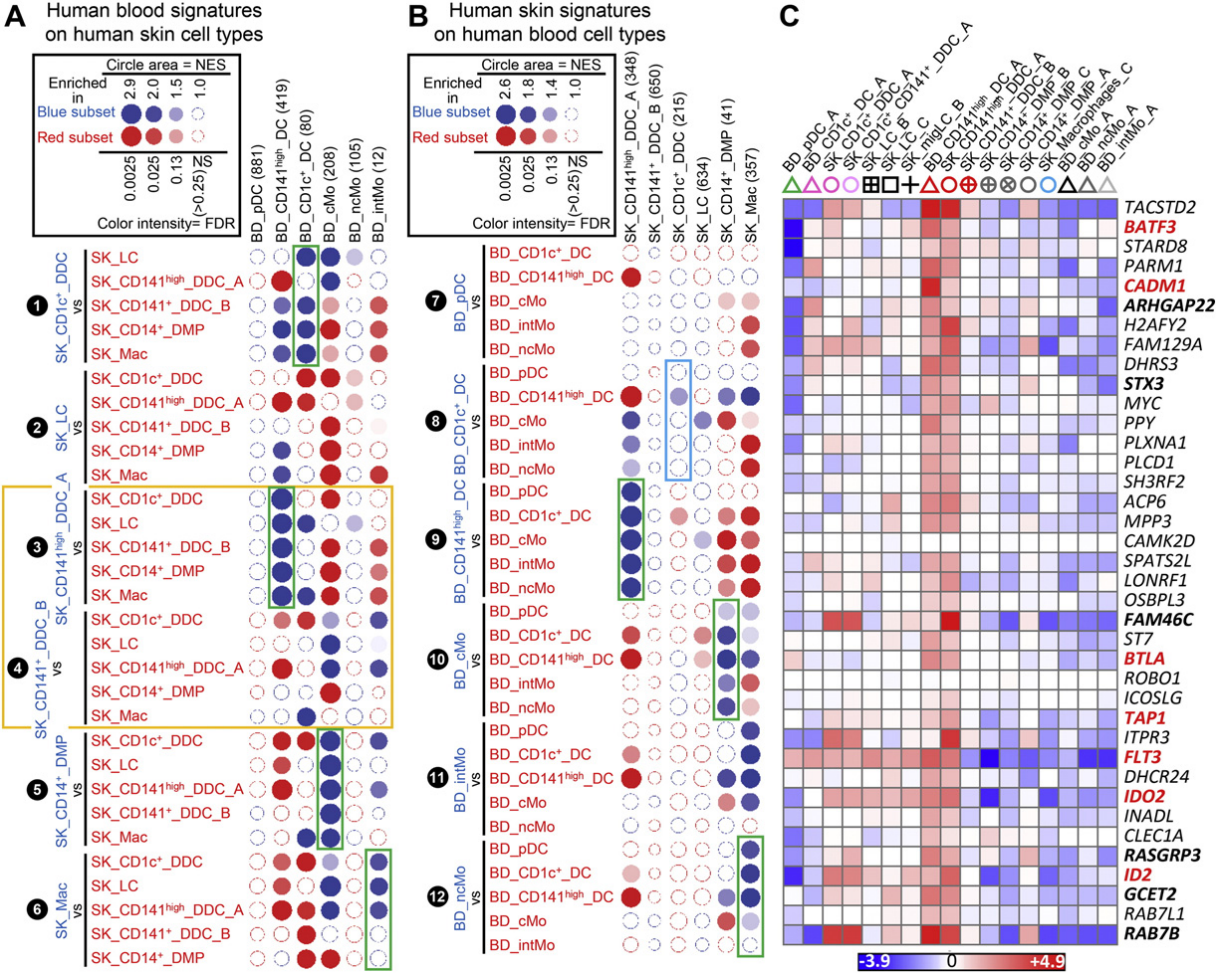
Analysis of the homologies between human blood and skin MP subsets by high throughput GSEA using BubbleGUM. Gene signatures specific to each subset of human MPs, or to subgroups of MPs, were generated independently from blood and skin data using GeneSign. The signatures obtained in one tissue were assessed for enrichment in all possible pairwise comparisons between MP subsets from the other tissue using BubbleMap. Data are represented as in Fig. 4. (A) Human blood MP gene signatures assessed for enrichment across human skin MP subsets. (B) Human skin MP gene signatures assessed for enrichment across human blood MP subsets. (C) Heatmaps illustrating the expression patterns of selected genes contributing to the GSEA profiles of (A) and (B). Expression data were collapsed to the median expression across replicates within the human compendium. Each cell type is depicted by the same symbol used in the PCA in Fig. 2, with the name of cell types spelled out above. Genes previously reported to be characteristic of this DC subset in human or mouse are in bold black font, and genes known to control their development or functions in bold red font.

**Fig. 7:**
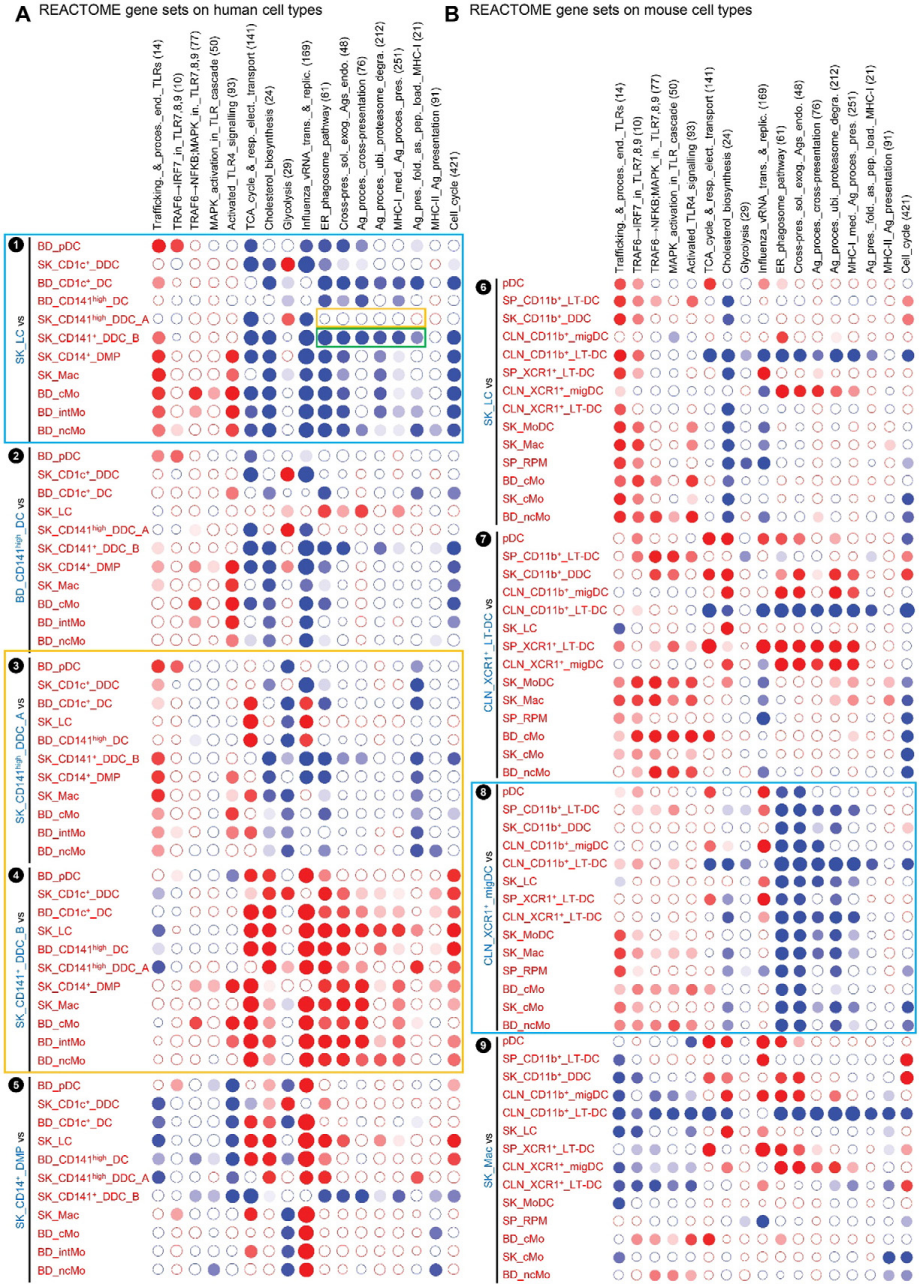
GSEA of selected Reactome GeneSets across human and mouse MP subsets. Selected Reactome GeneSets were assessed for enrichment in all possible pairwise comparisons between MP subsets in the human (A) or mouse (B) compendia. Data are represented as in Fig. 4.

**Fig. 8:**
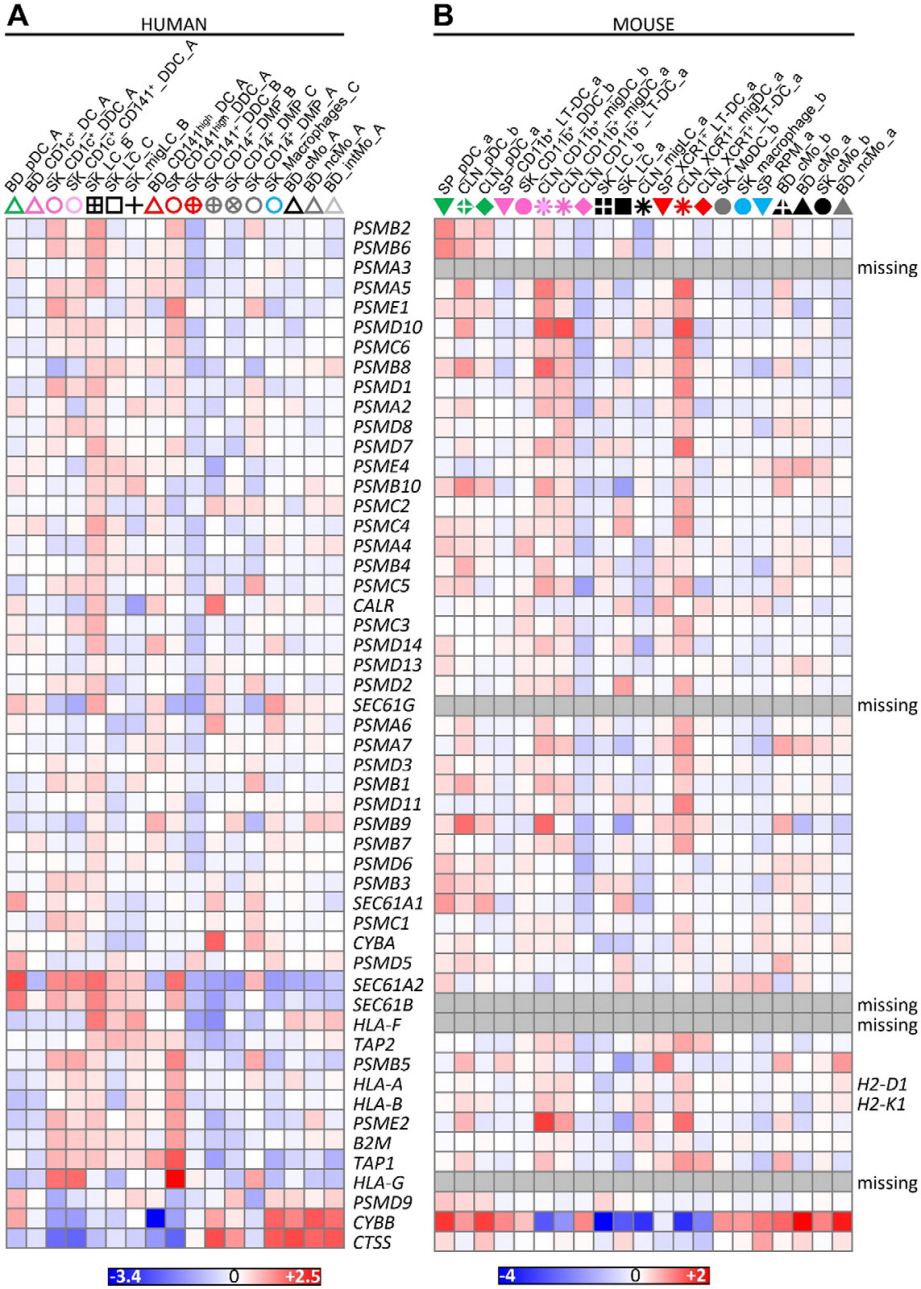
Heatmaps illustrating the expression of MHC-I antigen (cross)-presentation genes. Expression data were collapsed to the median expression across replicates within the human versus mouse compendia. Each cell type is depicted by the same symbol used in the PCA in Fig. 2, with the name of cell types spelled out above.

How the deposited data were processed for this re-analysis (not part of the article)

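The data are 3 Affymetrix Mouse Gene 1.0 ST arrays of pDCs sorted from the cutaneous lymph nodes of untreated C57BL/6 mice, which form 1 group (CLN_pDC_b, replicates 1 to 3). Sample groups were taken from the sample labels and the sample list of supplementary file 1. The other mouse and human datasets of the study were not analysed here.

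The authors normalized the arrays by RMA with the oligo package, as the paper and the submitters' processing notes state, and deposited log2 values for 35556 probe sets. RMA corrects the background, sets all arrays to one distribution and summarises the probes of a set by a median polish. Whether the deposited values were also cross-normalized with dataset a is not given in the sources used here. In each array the median of the deposited values was 3.82. RMA gives no depth and no detection p for a probe set, and the precision is limited by the number of arrays. The floor divides levels that can be read from those that cannot, and a level depends on the probes of the set as well as on the transcript, so levels of different genes were not ranked as amounts of RNA. The same value was given to all 3 arrays for 17627 probe sets (49.6%) and to 2 of the 3 for a further 7740, at the precision of the file. An SD of 0 is therefore no evidence of equal expression, and a small SD may understate the spread.

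Probe sets were named through the platform annotation, with symbols updated through the gene identifier to a RefSeq gene table of GRCm38.p6, which changed 0 symbols. Of the probe sets, 21789 had 1 symbol, 1621 had several and 12146 had none in that annotation. Those with several or none were left out of gene-level results. The remaining probe sets gave 19938 genes, of which 999 had over 1 probe set. Each gene took the level of its highest probe set by mean over the arrays. The probe sets of 198 genes fell on both sides of the call. No coordinates are given, because the files name no genome build.

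A gene was called above background when its level lay over the 95th percentile of the 1015 olfactory receptor genes of the same array in all 3 arrays. Lists of 26 gene groups (cell types, interferon, antigen presentation, stress and others) were written before the data were examined, as were the choice of floor, the alternatives and the rule for named genes, and a list of salivary gland genes was added after. The rule named the genes the paper names, those of Fig. S1C, Fig. 5 and Fig. 8, the members of these lists, the members of the human pDC signature with the 10 highest levels or in the mouse pDC signature too, and the 10 genes with the highest level and with the largest range. Signatures and GeneSets of the paper came from supplementary file 1 and were matched to mouse genes by equal letters, ignoring case. The copies of the pDC signatures, of the human and mouse Langerhans cell signatures (SK_LC) and of 3 GeneSets hold 1 or 2 symbols fewer than the paper gives, and those used were taken as they stand for counts and medians. The median level of each list written beforehand with at least 5 measured genes, and of each GeneSet with all its symbols, was placed among 10000 random lists of the same size. As this sets signals of different probe sets against one another, it describes the array and was not used as support for any statement. No p-value was computed for a list, because genes are not replicates. With 1 group there was no comparison between groups and no test of a difference.

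Alternatives were other floors (the 99th percentile of olfactory receptors, the 95th percentile of 163 vomeronasal receptor genes, and the highest of 20 silent tissue genes), a call in at least 2 of 3 arrays, a limma fit of the level minus the floor with Benjamini-Hochberg adjustment at 0.05, the mean of a gene's probe sets, and each replicate left out in turn. A correlation over the genes that differ between arrays was added after the data were examined. The steps were tested on simulated data of 19938 genes and 3 arrays. In these, 100.0% of expressed genes and 2.55% of silent genes were called above background, and 1.66% of silent genes were called by limma. Of genes shifted by 3 log2 units in 1 array, 100.0% were found by their range. The simulated silent genes were drawn like the olfactory receptor genes that set the floor, and the expressed genes well above it. These shares therefore check the steps only and are no error rates of the real arrays, where 7 of 20 silent tissue genes passed the floor. A simulated list of 25 raised genes stood at the 100.0 percentile of random lists, 1 of 25 silent genes at 0.23 and 1 of 25 genes drawn at random at 80.8. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.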

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

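The list of salivary gland genes and all tests in this part were chosen after the levels were seen. The genes given here are markers of other cell types, and salivary gland genes, whose level exceeded the floor by over 4 log2 units in at least 1 array and which the text of the paper does not discuss. Of 122 measured genes of 11 lists of other cell types, 12 did so, and of the 14 salivary gland genes 4. The lists of XCR1+, CD11b+ and mature dendritic cells and of LCs were not screened by this rule. Some of their members also had high levels. In the CD11b+ list, Sirpa was at 9.85 and Cd209a, which stands in the mouse pDC signature, at 9.67 ± 0.01, while 3 of its 8 genes were not above background. The explanations weighed are RNA of other cells, and as the data hold 1 condition, no biological explanation was tested.

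Several receptors used to mark lymphocytes had high levels. Cd4, Cd8a, Cd8b1, Klrd1 and Cd79b each had the same value in 2 of the 3 arrays, so their small SDs are no evidence of stable expression. The T cell coreceptor genes Cd4, Cd8a and Cd8b1 had levels of 10.49 ± 0.01, 9.86 ± 0.13 and 10.66 ± 0.05 (SD, n = 3 arrays), of which Cd4 and Cd8b1 stand in the mouse pDC signature of the paper. The interleukin-7 receptor gene Il7r was at 10.19 ± 0.14. Klrd1, which encodes CD94 of NK cells, was at 10.59 ± 0.03 and stands in the CLN_pDC signature. Cd79b, which encodes a chain of the B cell receptor complex, was at 8.78 ± 0.19 and stands in the mouse pDC signature, while its partner Cd79a was below the floor at 3.20 ± 0.43.

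Of the monocyte and macrophage genes, Cd68 was at 11.12 ± 0.03, the chemokine receptor Ccr2 at 8.67 in each array, and Lyz2, which encodes lysozyme, at 8.73 ± 0.72, with levels of 8.01, 8.74 and 9.44 in replicates 1 to 3. No explanation of these levels was tested.

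Transcripts of neutrophils were present and differed between arrays. S100a8, S100a9 and Camp had means of 8.97 ± 0.59, 8.82 ± 0.46 and 7.25 ± 0.59 with levels of 9.62, 9.36 and 7.89 in replicate 2, and with Ngp they stand in the CLN_pDC signature, although the gate excluded CD11b-positive cells, as neutrophils are. RNA from neutrophil precursors in unequal amounts could raise these genes together, and 4 of the 6 neutrophil genes above background were highest in the same array, while Lcn2 at 6.08 ± 0.46 was highest in another. Ltf, at 4.05 ± 0.14, lies within the range of the silent tissue genes, so its highest array cannot be read. Of the precursor genes Mpo and Elane, at 3.52 ± 0.05 and 3.71 ± 0.05, 0 were above background in all 3 arrays, which gives no support to that source but does not exclude it, since no precursor sample was at hand to say how high they would stand. For mature neutrophils, 0 of Retnlg, Csf3r, Cxcr2 and Mmp9 were above background, which gives no support to that source but does not exclude it, since no neutrophil sample was at hand. Transcription by pDCs themselves was not tested.

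Genes of the salivary glands had levels that differed between arrays. Bpifa2 and Smr3a, which stand in the CLN_pDC signature, had means of 8.71 ± 1.32 and 8.00 ± 0.93, and Dcpp1 and Dcpp3, which do not, of 6.69 ± 4.16 and 5.71 ± 2.84. From replicate 1 to 2, Smr3a fell from 8.99 to 7.86 while Dcpp1, the gene with the largest range of all, rose from 4.86 to 11.45. For these genes this argues against a single gland source of constant makeup. The 99th percentile of the range between arrays of genes above background is 0.93. Of those genes, 50.7% have one value in all 3 arrays, so this percentile may understate the spread, and the fall of Smr3a is not far above it. Over the 8 genes of the list above background in at least 1 array, the difference ran from -1.74 for Amy1 to 6.60 for Dcpp1. The size of these end values cannot be read. Dcpp1 in replicate 1 lay within the range of the silent tissue genes, and Amy1, at 4.87 ± 0.89, was not above that range in every array. Dcpp2 was not above the floor in any array, at 3.19 ± 0.12. Whether transcripts of pDCs hybridise to the probe sets of the salivary gland genes was not tested. RNA of several glands in a mix that differs between preparations remains possible and cannot be told apart from other sources. Only 2 of the other 9 genes of the list were above background, no gland profile was at hand, and the gate for CD45 would remove gland cells but not free RNA.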

How the results depend on the processing

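All alternatives but 1 were set before the data were examined. The count of genes above background depended on the floor. It was 10730, and became 7520 with the 99th percentile of olfactory receptors, 13495 with vomeronasal receptors and 7291 with the highest silent tissue gene. In all 9 alternatives the count stayed within 1.5 times its value, a wide margin. The position of the pDC marker list among random lists, which compares signals of different probe sets and was not used as support, stayed in the top 2.5% in all 6 of its alternatives, random lists of genes above background included. The share of the human pDC signature above background depended on the floor. It was 64.5%, and became 45.9% with the 99th percentile of olfactory receptors, 80.6% with vomeronasal receptors, 44.6% with the highest silent tissue gene, 65.5% with 2 of 3 arrays, 61.9% without genes of the mouse pDC signature, and 64.5% to 65.5% when a replicate was left out. The share over all 14 signatures moved along, to 44.0%, 78.9% and 42.5% with the 3 floors, because a floor acts on all lists alike. The median of the signature above the floor, 0.70, turned to -0.28 and -0.35 with the first and last of these floors, and was 1.11 with vomeronasal receptors, 0.54 without genes of the mouse pDC signature, 0.65 without genes of another human signature and 1.58 for the mean of the list. The lowest correlation between arrays, 0.9967, was 0.9944 over genes above background, 0.9867 over all probe sets, 0.9967 to 0.9973 with a replicate left out, and 0.9931 over genes that differ between arrays, an alternative chosen after seeing the data. The count of 100 genes with a range over 1 log2 unit was 7 at a range over 2, by construction, and 29 to 61 with a replicate left out, where fewer arrays give smaller ranges. Of the 168 genes named in the text, 127 were above background. This call was lost for 11 of them with the 99th percentile of olfactory receptors, for 13 with the highest silent tissue gene and for 1, Dcpp3, with limma, and gained for 16 with vomeronasal receptors, for 2, Dcpp1 and Polr2k, with 2 of 3 arrays and for 1 each without replicate 1 and without replicate 3. Signal over background limits every gene whose level lies between the floors.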

Other observations

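The genes by which the paper sets dendritic cells, Langerhans cells (LCs) and monocyte-derived cells apart were partly above background in the CLN pDC preparations. Of the genes of Fig. 5A, higher in conventional dendritic cells and LCs, 10 of 11 measured were above background, with the lectin receptor Clec9a at 8.77 ± 0.09 (SD, n = 3 arrays), Slc9a7 at 8.42, Sema7a at 7.70 ± 0.24, Ccr7 at 6.26 ± 0.02 and Relb at 5.55 ± 0.02. Of the monocyte genes of Fig. 5B, 3 of 13 were, Cebpb at 5.40 ± 0.13 and, within the range of the silent tissue genes, Cd14 at 4.67 and Cd93 at 4.11. Of the LC genes of Fig. 5C, 7 of 22 were, among them Dpysl2 at 6.05 ± 0.07, Ikzf2 at 5.71 and Epcam at 5.09, whereas Cd207 and Bmpr1a were not, at 3.02 and 2.42. Of the genes of Fig. 5D, shared by cross-presenting dendritic cells, 12 of 18 were, with Cmtm6 at 8.96 ± 0.15, Cadm1 at 6.75, Chd7 at 6.38 ± 0.01 and Btla at 5.72 ± 0.01, whereas Tlr3, Snx22, Clnk and Il12b were not. Above the highest silent tissue gene in all 3 arrays were 10 genes of Fig. 5A, 1 of Fig. 5B, 3 of Fig. 5C and 6 of Fig. 5D. Of the fixed lists, 5 of 10 genes of XCR1+ dendritic cells were above background, without Xcr1 at 3.02, 5 of 8 of CD11b+ dendritic cells, 7 of 11 of mature dendritic cells and 4 of 7 of LCs, and 4, 5, 6 and 2 of these lists above the highest silent tissue gene.

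Transcripts of MHC-II genes were above background in preparations sorted for no to low MHC-II on the surface. Which cells transcribed them was not tested, and RNA was not compared with surface protein. All 13 measured genes of MHC-II presentation were above background, with H2-Aa at 11.82 ± 0.05, H2-Ab1 at 11.47 ± 0.11, Cd74 at 12.07 ± 0.08 and the transactivator Ciita at 6.47. Of the interferon-stimulated genes, 15 of 21 were above background. Ifi27l2a was at 11.76 ± 0.07, Usp18 at 7.78 ± 0.15 and Irf9 at 7.23, while Mx1, Mx2, Oas2, Oas3 and Rtp4 were not above background. Of 21 cell cycle genes, 8 were, among them Pcna at 9.60 and Mcm6 at 6.47 ± 0.24, and the mitotic genes Mki67, Top2a, Cdk1 and Plk1 were not. Of 13 immediate early and stress genes, 12 were, with Jun at 9.41 ± 0.08, Btg2 at 9.49 ± 0.13, Fosb at 7.86 and Fos at 6.85, genes that handling of cells is known to induce. Above the highest silent tissue gene in all 3 arrays were 12 of the MHC-II, 10 of the interferon-stimulated, 4 of the cell cycle and 9 of the immediate early and stress genes.

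Of all probe sets, 49.6% have the same value in all 3 arrays. The tests of this pattern were chosen after it was seen. The share of identical probe sets is 54.3% at means up to 3 and 63.9% from 3 to 4, and falls above that to 45.7% from 4 to 6, 35.0% from 6 to 8, 22.2% from 8 to 10 and 19.2% above 10. A common value given to low signals is argued against for the 3248 probe sets with a mean above 8, of which 21% are identical too. Below that level, the 16944 identical probe sets with a mean up to 8 hold 2008 values between them, the most frequent shared by 428. A single fill value would give 1, so it is argued against as the source of all these ties. Values of each probe set's own would give as many as probe sets, and the identical probe sets above 8 hold 624 values in 683. Whether several common values were given to a part of the low signals cannot be told apart from other sources. A candidate explanation is the RMA summary over these 3 arrays alone. In a simulation of 1000 probe sets of 20 probes, a median polish over 3 arrays gave one value to all 3 for 60.0% of sets without a true difference. With an SD between arrays of 0.1 the share was 29.7%, and with 0.2 it was 11.2%. Over 5 and 7 arrays the first 3 had one value for 9.4% and 2.3% of sets without a true difference, and over 4, 6 or 12 arrays for 0.0%. At the simulated settings the share thus did not reach the 63.9% of real probe sets at means from 3 to 4. The simulation does not model values shared between probe sets.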
